# Investigating Conservation of the Cell-Cycle-Regulated Transcriptional Program in the Fungal Pathogen, *Cryptococcus neoformans*

**DOI:** 10.1371/journal.pgen.1006453

**Published:** 2016-12-05

**Authors:** Christina M. Kelliher, Adam R. Leman, Crystal S. Sierra, Steven B. Haase

## Abstract

The pathogenic yeast *Cryptococcus neoformans* causes fungal meningitis in immune-compromised patients. Cell proliferation in the budding yeast form is required for *C*. *neoformans* to infect human hosts, and virulence factors such as capsule formation and melanin production are affected by cell-cycle perturbation. Thus, understanding cell-cycle regulation is critical for a full understanding of virulence factors for disease. Our group and others have demonstrated that a large fraction of genes in *Saccharomyces cerevisiae* is expressed periodically during the cell cycle, and that proper regulation of this transcriptional program is important for proper cell division. Despite the evolutionary divergence of the two budding yeasts, we found that a similar percentage of all genes (~20%) is periodically expressed during the cell cycle in both yeasts. However, the temporal ordering of periodic expression has diverged for some orthologous cell-cycle genes, especially those related to bud emergence and bud growth. Genes regulating DNA replication and mitosis exhibited a conserved ordering in both yeasts, suggesting that essential cell-cycle processes are conserved in periodicity and in timing of expression (i.e. duplication before division). In *S*. *cerevisiae* cells, we have proposed that an interconnected network of periodic transcription factors (TFs) controls the bulk of the cell-cycle transcriptional program. We found that temporal ordering of orthologous network TFs was not always maintained; however, the TF network topology at cell-cycle commitment appears to be conserved in *C*. *neoformans*. During the *C*. *neoformans* cell cycle, DNA replication genes, mitosis genes, and 40 genes involved in virulence are periodically expressed. Future work toward understanding the gene regulatory network that controls cell-cycle genes is critical for developing novel antifungals to inhibit pathogen proliferation.

## Author Summary

The opportunistic fungal pathogen *Cryptococcus neoformans* infects immune-compromised humans and causes fungal meningitis by proliferating in the central nervous system. The cell cycle has not been studied at the whole transcriptome level in *C*. *neoformans*. Here, we present the expression dynamics of all genes from a synchronous population of *C*. *neoformans* cells over multiple cell cycles. Our study shows that almost 20% of all *C*. *neoformans* genes are periodically expressed during the cell cycle. We also compare the program of cell-cycle-regulated transcription in *C*. *neoformans* to the well-studied but evolutionary distant yeast, *Saccharomyces cerevisiae*. We find that many orthologous cell-cycle genes are highly conserved in expression pattern (e.g. DNA replication and mitosis genes), while others, notably budding genes, have diverged in expression ordering. We also identify 40 virulence genes from previous studies that are periodically expressed during the *C*. *neoformans* cell cycle in rich media. Our findings indicate that a conserved set of fungal transcription factors (TFs) controls the expression of conserved cell-cycle genes, while other periodic transcripts are likely controlled by species-specific TFs.

## Introduction

About 500 million years of evolution separate the fungal phyla Ascomycota and Basidiomycota [1,2]. The cell cycle is an essential biological process driving cell division of these distantly related yeasts, and therefore may be under strong selective pressure for conservation. Both *Saccharomyces cerevisiae* (Ascomycota) and *Cryptococcus neoformans* (Basidiomycota) can grow and divide asymmetrically in a budding yeast form. *C*. *neoformans* is a causative agent of deadly fungal meningitis, primarily in immune-compromised patients [3,4]. Many groups studying *C*. *neoformans* focus on virulence factors for human infection, such as the yeast’s polysaccharide capsule, melanin production, Titan cell formation, and others [5–9]. We propose that the function of cell-cycle regulators, which are essential for proliferation in the host, merit further investigation as virulence factors. Furthermore, there is evidence that virulence pathways are perturbed when cell-cycle progression is slowed, which suggests direct connections between cell-cycle regulators and virulence pathways [10,11].

The cell cycle is the process by which a cell duplicates its contents and faithfully divides into two genetically identical cells. In eukaryotes, a biochemical oscillator drives sequential cell-cycle events, where the cyclin-dependent kinase (CDK) and its variety of cyclin binding partners initiate events by phosphorylation, followed by destruction of kinase activity in mitosis by the anaphase-promoting complex (APC). Another common feature of the eukaryotic cell cycle is a temporally regulated program of transcription, which has been demonstrated in *S*. *cerevisiae*, *Schizosaccharomyces pombe*, *Arabidopsis thaliana*, mouse fibroblasts, and human tissue culture cells [12–22]. These programs of periodic genes include cyclin mRNAs, DNA replication factors, APC activators, and other cellular components that are utilized at specific times during the cell cycle. Our group and others have proposed that this “just-in-time transcription” mechanism is an important aspect of energy-efficient and faithful cell divisions [23,24]. In *S*. *cerevisiae*, an interconnected network of periodic transcription factors (TFs) is capable of driving the periodic program of cell-cycle gene expression [15,25–27]. Aspects of this yeast TF network are conserved in human cells; for example, G2/M genes are activated by a periodic forkhead domain-containing TF in both eukaryotes [22,28]. The topology of cell-cycle entry is also functionally conserved, where a repressor (*S*.*c*. *WHI5*, *H*.*s*. RB1) is removed by G1 cyclin/CDK phosphorylation to activate a G1/S transcription factor complex (*S*.*c*. SBF/MBF, *H*.*s*. E2F-TFDP1) [29]. However, the genes involved in cell-cycle entry are not conserved at the sequence level between fungi and mammals [30], suggesting that the fungal pathway could be targeted with drugs without affecting mammalian host cells.

Sequence-specific DNA-binding TFs have been identified in *C*. *neoformans* and phenotypically profiled by single gene knockouts [6,31,32]. This TF deletion collection was profiled over many virulence factor-inducing conditions to discover pathways that regulate disease and drug response genes [32]. Serial activation of TFs during capsule production has also been studied to elucidate the order in which TFs control virulence gene products [31]. However, the cell cycle has not been investigated in synchronous populations of cells to date. Although the phenotypes of some single mutant cell-cycle TFs have been examined from asynchronous populations, these studies offer limited understanding of temporal aspects of gene expression during the cell cycle.

Here we investigate transcriptional dynamics of the pathogenic yeast *C*. *neoformans* using cells synchronized in the cell cycle. We compare our findings to the cell-cycle transcriptional program in *S*. *cerevisiae*. We find that a similar percentage of all genes (~20%) are periodically transcribed during the cell cycle, and we present a comprehensive periodicity analysis for all expressed genes in both yeasts. We show that S-phase gene orthologs are highly conserved and temporally precede M-phase gene orthologs in both yeasts. Additionally, we find that many TFs in the cell-cycle entry pathway are conserved in sequence homology, periodicity, and timing of expression in *C*. *neoformans*, while others, notably genes involved in budding, are not. We also identify 40 virulence genes that appear to be cell-cycle-regulated, along with nearly 100 orthologous fungal genes that are periodic in the same cell-cycle phase. Taken together, these cell-cycle genes represent candidates for further study and for novel antifungal drug development.

## Results

### Cell-cycle synchronization and determination of periodic gene expression

Identifying approaches for synchronizing populations of *C*. *neoformans* has been challenging. We succeeded in synchronizing by centrifugal elutriation, a method that has been very successful for *S*. *cerevisiae* cells [15,27,33]. For *C*. *neoformans*, we isolated early G1 daughter cells by centrifugal elutriation and released the population into rich media (YEPD) at 30°C to monitor cell-cycle progression, as described previously [34]. This size-gradient synchrony procedure is conceptually similar to the *C*. *neoformans* synchrony procedure presented by Raclavsky and colleagues [35]. For *S*. *cerevisiae*, we isolated G1 cells by alpha-factor mating pheromone treatment [36]. We utilized this synchrony technique to isolate larger *S*. *cerevisiae* cells and to offset some loss of synchrony over time due to asymmetric cell divisions. A functional mating pheromone peptide for *C*. *neoformans* has been described but is difficult to synthesize in suitable quantities [37]. After release from synchronization, bud formation and population doubling were counted for at least 200 cells over time (Fig 1). The period of bud emergence was about 75 minutes in both budding yeasts grown in rich media, although the synchrony of bud emergence after the first bud in *C*. *neoformans* appeared to be less robust (Fig 1A and 1B). Each yeast population completed more than two population doublings over the course of the experiments.

**Fig 1:**
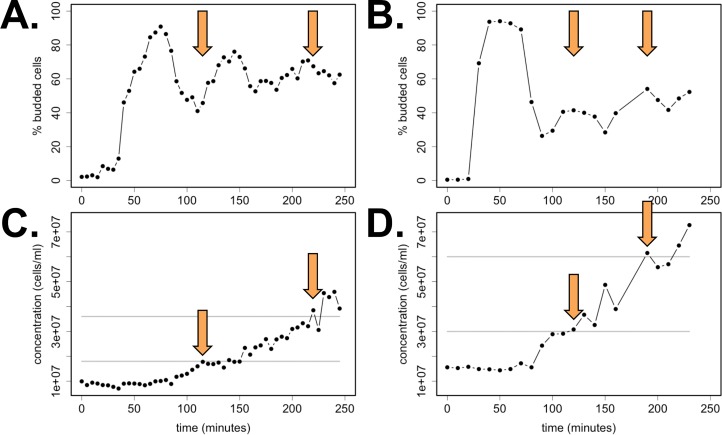
Population synchrony for *S*. *cerevisiae* and *C*. *neoformans* over > 2 cell cycles. *S*. *cerevisiae* cells were grown in 2% YEPD media, synchronized by alpha-factor mating pheromone, and released into YEPD (**A**) *C*. *neoformans* cells were grown in 2% YEPD rich media; small daughter cells were isolated by centrifugal elutriation and released into YEPD (**B**). Population synchrony was estimated by counting at least 200 cells per time point for the presence or absence of a bud, and doubling time was also monitored (**C-D**). Orange arrows indicate the time points where each population passed a complete doubling in cell concentration from the previous cycle (gray lines).

Total RNA was extracted from yeast cells at each time point (every 5 minutes for *S*. *cerevisiae*, or every 10 minutes for *C*. *neoformans*) and multiplexed for stranded RNA-Sequencing. Between 87–92% of reads mapped uniquely to the respective yeast genomes (S1 File). 

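RNA came from 1 culture of each yeast, with 1 library per time point. The *S*. *cerevisiae* series held 50 time points, from 0 to 245 minutes after release from alpha-factor, and the *C*. *neoformans* series held 24 time points, from 0 to 230 minutes after elutriation. There were no replicates, so no difference between time points or between the yeasts has a replicate check. The authors aligned reads of 50 bp (*S*. *cerevisiae*) or 125 bp (*C*. *neoformans*) with STAR and normalized the libraries of each yeast together with CuffNorm. The deposited values are FPKM (fragments mapped to a transcript, scaled by its length and by the size of the library) with 1 added. The *S*. *cerevisiae* file lists 7126 genes, of which 516 were at FPKM 0 in every time point. The *C*. *neoformans* file lists 6962 genes, of which 81 were at FPKM 0 in every time point. Depth as a number of reads per library is not part of these values, and S1 File gives only its mean for each yeast. Relative depth could be read from genes with very low FPKM, because their values rose in steps worth 1 read each. Of 6959 such values in 268 *S*. *cerevisiae* genes, 98.8% lay within 0.1 of a whole number of steps, as did 94.8% of 1356 values in 108 *C*. *neoformans* genes. Relative to the median library of each series, depth ranged from 0.757 (95 minutes) to 1.48 (125 minutes) in *S*. *cerevisiae* and from 0.822 (10 minutes) to 1.37 (20 minutes) in *C*. *neoformans*. The summed FPKM of a library had a median of 2371315 in *S*. *cerevisiae*, with a lowest value of 1979806 at 15 minutes and a highest value of 3108255 at 180 minutes. For *C*. *neoformans* the median was 888517, the lowest sum 713520 at 0 minutes and the highest 1104145 at 20 minutes. Transcripts of *BAR1*, for which the strain is *bar1*, were at FPKM 0 in all 50 *S*. *cerevisiae* libraries. So were those of the silent or absent alpha mating-type genes *MATALPHA1*, *MATALPHA2* and *HMLALPHA1*. The pheromone-induced gene *FUS1* was at 398 FPKM at 0 minutes, 813 at 5 minutes and 11.7 at 20 minutes. These genes are named after their values were seen. Across expressed genes, the mean correlation of log2(FPKM + 1) with the libraries before and after it was lowest at 0 minutes in both series, at 0.968 in *S*. *cerevisiae* and 0.799 in *C*. *neoformans*, where the second lowest was 0.858 at 10 minutes. The neighbours lie 5 minutes away in *S*. *cerevisiae* and 10 minutes away in *C*. *neoformans*.

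**Figure D1:**
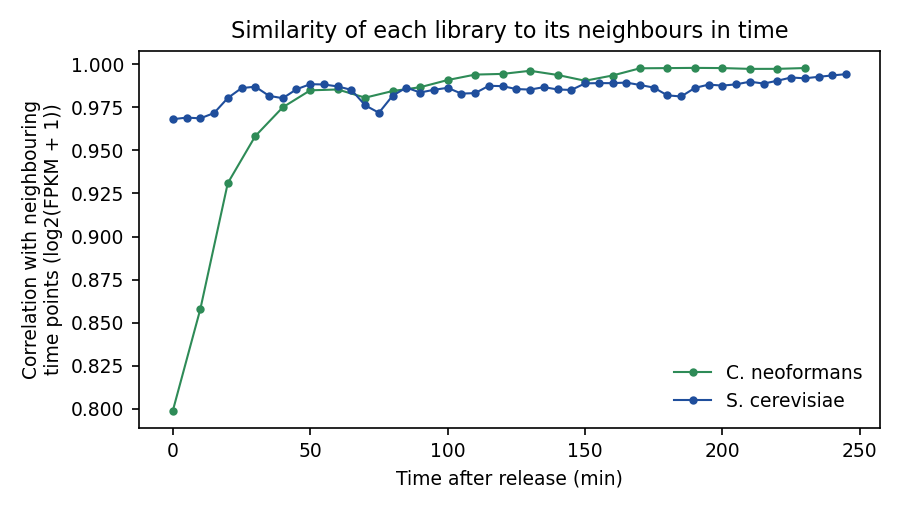
Mean Pearson correlation of each library with its neighbours in time (y axis, across expressed genes, on log2(FPKM + 1)) against minutes after release (x axis), with 1 point per library for *S*. *cerevisiae* (blue) and *C*. *neoformans* (green). The *C*. *neoformans* line starts at 0.799 and reaches 0.998 late in the series.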

To identify periodic genes, we applied periodicity algorithms to the time series gene expression datasets. Four algorithms were used to determine periodicity rankings for all genes in each yeast: de Lichtenberg, JTK-CYCLE, Lomb-Scargle, and persistent homology [38–42]. Since each algorithm favors slightly different periodic curve shapes [43], we summed the periodicity rankings from each algorithm and ranked all yeast genes by cumulative scores for *S*. *cerevisiae* and for *C*. *neoformans* (S1 Table and S2 Table, respectively). By visual inspection, the top 1600 ranked genes in both yeasts appeared periodically transcribed during the cell cycle (S1 Fig). There was no clear “threshold” between periodic and non-periodic genes during the cell cycle—rather, we observed a distribution of gene expression shapes and signatures over time (S1 Fig). 

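The rankings were computed again from the FPKM values with 3 of the 4 algorithms. Persistent homology was left out because its settings could not be taken from the description. Lomb-Scargle took the largest power over periods from 65 to 85 minutes on a linear scale, JTK-CYCLE used periods of 65, 75 and 85 minutes, and de Lichtenberg used a period of 75 minutes on log2 values with 4000 permutations per gene. The scores were compared with those of the first 1183 genes of S1 Table and the first 1476 genes of S2 Table, the parts read here. Across these genes, the Spearman correlation with the paper's score was 0.822 (*S*. *cerevisiae*) and 0.976 (*C*. *neoformans*) for de Lichtenberg and 0.979 and 0.989 for JTK-CYCLE. The number of independent frequencies in the Lomb-Scargle p-value, 22 for 24 time points and 55 for 50 time points, was recovered from the paper's own p-values. These p-values compare 1 time series with white noise and do not compare conditions. The 5 best combined ranks in *S*. *cerevisiae* were those of *NRM1*, *HTB2*, *YNL058C*, *HSP150* and *HTB1*. *NRM1* reached its highest value at 45 minutes, 73.3-fold above its lowest value. *HTB2* rose 83.2-fold and *HTB1* 17.7-fold, and these copies of the histone H2B gene are similar enough in sequence that reads could have been split between them. In *C*. *neoformans* the 5 best ranks were those of CNAG_02300, CNAG_02413, CNAG_04183, CNAG_04245 and CNAG_06104, with fold changes between 35.5 (CNAG_06104) and 72.4 (CNAG_02300). The number of genes past a Lomb-Scargle cutoff was taken at 3 cutoffs, too few to show whether there is a gap. Cutoffs of 0.5, 0.1 and 0.05 passed 1731, 588 and 333 *S*. *cerevisiae* genes, and 1323, 279 and 104 *C*. *neoformans* genes.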

Previous work on the *S*. *cerevisiae* cell cycle has reported lists ranging from 400–1200 periodic genes. To validate our RNA-Sequencing time series dataset for the *S*. *cerevisiae* cell cycle, we compared the top-ranked 1600 periodic genes to previously published cell-cycle gene lists and found a 57–89% range of overlap with previous periodic gene lists (S2 Fig) [12–15,33,41,44,45].

Three filters were applied to each budding yeast dataset to estimate and compare the number of periodic genes (S1 File). 

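A gene was left out as low expression when over 50% of its time points had an FPKM + 1 below 2. This removed 1206 *S*. *cerevisiae* genes and 757 *C*. *neoformans* genes, and 5920 and 6205 genes remained. The values with 1 added were used because S1 Table and S2 Table hold them.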

First, we pruned noisy, low-expression genes from each dataset, leaving 5913 expressed genes in *S*. *cerevisiae* (S1 Table) and 6182 expressed genes in *C*. *neoformans* (S2 Table). Next, we took the top 1600 expressed genes from the cumulative ranking of the four periodicity algorithms described above. Finally, we applied a score cutoff to each list of top 1600 genes using the Lomb-Scargle algorithm (see S1 File) [39,40,43]. 

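The Lomb-Scargle filter used 24 time points in each yeast, from 0 to 230 minutes at intervals of 10 minutes. To count the genes that the filter lets through when a series carries no order in time, the time points were put in 100 random orders, each applied to all genes. The random orders passed a median of 234.5 *S*. *cerevisiae* genes (range 43 to 1309) and 142 *C*. *neoformans* genes (range 10 to 997). The measured orders passed 7.38 and 9.32 times the median, and no random order reached them. Random orders remove slow changes of any kind along with the cell cycle, so the excess does not measure the cell cycle alone. Periods from 95 to 115 minutes passed 1043 *S*. *cerevisiae* and 461 *C*. *neoformans* genes, and periods from 115 to 135 minutes passed 814 and 589. In simulated *S*. *cerevisiae* series, 96.5% of 200 genes given a cosine with a log2 range of 1 passed the filter, and 5.87% of the unchanged genes did. The simulated cosine kept its size over all cycles, whereas the measured ranges shrank in later cycles. Its noise was independent between time points, so these rates may not hold for the measured series. Among the genes past the filter, 1668 in *S*. *cerevisiae* and 1265 in *C*. *neoformans* were expressed. After the rank filter (top 1600), 1256 *S*. *cerevisiae* genes and 1187 *C*. *neoformans* genes were periodic, which is 21.2% and 19.1% of the expressed genes. Stricter cutoffs moved these counts most, to 320 and 103 genes at 0.05. Leaving the time points before 30 minutes out of the filter gave 1216 *S*. *cerevisiae* genes, of which 1075 were shared with the periodic genes, and 1238 *C*. *neoformans* genes, of which 1022 were shared.

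**Figure D2:**
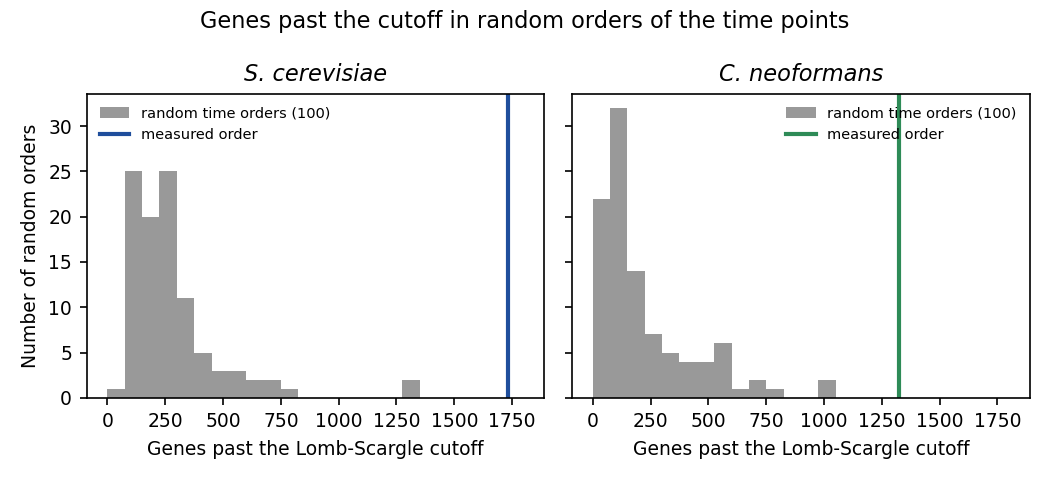
Number of random orders of the time points (y axis, of 100 per yeast) by the number of genes past the Lomb-Scargle cutoff (x axis), for *S*. *cerevisiae* (left) and *C*. *neoformans* (right). Gray bars are random orders and the vertical line is the measured order, 1731 genes in *S*. *cerevisiae* and 1323 in *C*. *neoformans*, to the right of every bar.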

We estimated that there are 1246 periodic genes in *S*. *cerevisiae* (~21% expressed genes) and 1134 periodic genes in *C*. *neoformans* (~18% expressed genes) (Fig 2). We also provided multiple criteria for evaluating the cell-cycle expression patterns of individual genes in each yeast (S1 Table, S2 Table, S1 Fig).

**Fig 2:**
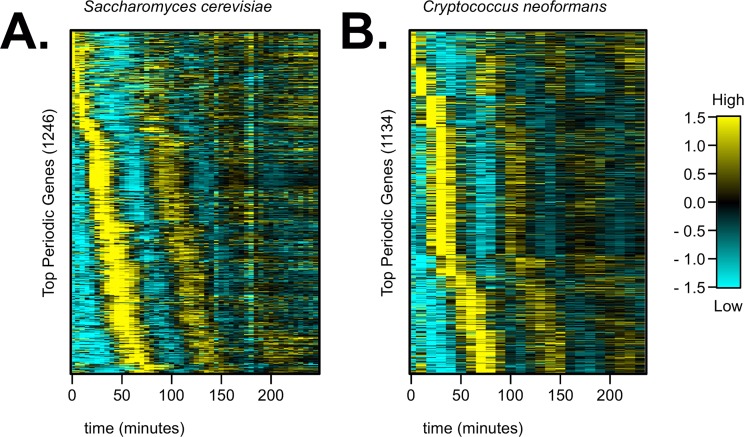
About 20% of all *S*. *cerevisiae* and *C*. *neoformans* genes are periodically expressed during the cell cycle. Four periodicity-ranking algorithms were run on the time series gene expression datasets at a period of 75 minutes (see S1 File). The top-ranked periodic genes (1–1600) were then filtered by the Lomb-Scargle algorithm to identify (**A**) 1246 periodic genes in *S*. *cerevisiae* and (**B**) 1134 periodic genes in *C*. *neoformans*. Genes in each periodic gene list were ordered along the y-axis by peak time of expression in the respective yeast dataset. As expected, the second and third cell cycles showed expression level damping due to asymmetric cell divisions in both budding yeasts. Transcript levels are depicted as a z-score change relative to mean expression for each gene, where values represent the number of standard deviations away from the mean. Each row represents transcript levels of a unique gene across the time series. Each column represents a time point in minutes.

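The range of each periodic gene (highest minus lowest FPKM) was taken over 0 to 70, 75 to 145 and 150 to 220 minutes. In *S*. *cerevisiae* the median range of the second window was 0.502 of the first (interquartile range 0.376 to 0.659), and it was smaller in 94.2% of 1256 genes. For the third window the median was 0.312, with a smaller range in 97.7% of genes. The *C*. *neoformans* medians were 0.358 (interquartile range 0.265 to 0.507; smaller in 97.3% of 1187 genes) and 0.208 (smaller in 99.4%). Without the 0-minute time point, the second-window medians were 0.526 in *S*. *cerevisiae* and 0.399 in *C*. *neoformans*. Expressed genes that were not periodic had medians of 0.602 and 0.271. The paper attributes the damping to asymmetric cell divisions.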

Cellular processes that contribute to virulence are a major focus of work in the *C*. *neoformans* field. We took advantage of the partial *C*. *neoformans* deletion collection and genetic screens for virulence factors [6] and searched for periodic virulence genes. 

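S3 Table lists 257 virulence genes with an H99 identifier, of which 248 were expressed. By the rankings computed here 41 of them were periodic, 16.0% (exact Clopper-Pearson 95% interval 11.7% to 21.0%, which covers the counting of genes only). Random lists of expressed genes with the same size and matched mean expression held a median of 49 periodic genes (37 to 61 in the central 95% of 10000 lists), and the measured count lay at percentile 9.88 of them. With the Lomb-Scargle filter on log2 values the count was 52, at percentile 64.2. Of the 40 genes that the paper calls periodic, 39 were periodic here. The exception, *MLN4* (CNAG_01644), had a combined rank of 1646 and a Lomb-Scargle p of 0.309, and the 2 additional genes were *GLR1* (CNAG_02399) and *RIM20* (CNAG_03582), 3 genes that are named after their values were seen. The best ranks belonged to *ATF1* (CNAG_04090, 19.9-fold between lowest and highest FPKM + 1, first-cycle peak at 0 minutes), *STP1* (CNAG_05742, 3.80-fold, 70 minutes), *CDC2801* (CNAG_00415, 3.25-fold, 30 minutes), *RCK2* (CNAG_00130, 56.2-fold, 0 minutes) and *HCM1* (CNAG_03116, 1.68-fold, 30 minutes).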

We found that 40 genes (about 16% of the virulence genes characterized by the Madhani group and many previous studies) were periodically expressed in *C*. *neoformans* during the cell cycle (S3 Table). These virulence genes are periodic during normal cycles in rich media, which suggests that some virulence processes are directly cell-cycle-regulated. For example, budding and cell wall synthesis are coupled to cell-cycle progression in *S*. *cerevisiae*. 

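Key words for capsule or cell wall stand beside 81 of the listed virulence genes such as the chitin synthase genes *CHS6* (CNAG_06487) and *CHS8* (CNAG_07499). The periodic share was 17.3% among the genes with these key words and 15.3% (27 of 176) among the others.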

A subset of 14 periodic virulence genes in *C*. *neoformans* had capsule and/or cell wall phenotypes reported in previous studies (S3 Table). We then asked if the 40 periodic virulence genes might be co-regulated during the *C*. *neoformans* cell cycle (S3 Fig). 

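First-cycle peak times were read as the time point of the highest FPKM from 0 to 70 minutes. Cluster A of S3 Table holds 24 genes and cluster B 16 genes. The median peak in cluster A was at 30 minutes, and 19 of its genes (79.2%) peaked at 20 or 30 minutes. With a 3-point running mean this number was 15. Cluster B had a median peak at 55 minutes, with peaks from 0 to 70 minutes and none at 20 or 30 minutes. Its median moved to 70 minutes without the 0-minute time point, and the quartiles of its peaks were 10 and 70 minutes. The first-cycle peaks of the *C*. *neoformans* program as a whole were unevenly spread. Of all periodic genes, 552 (46.5%) peaked at 20 or 30 minutes, and 442 peaked at 30 minutes alone. Among the 41 periodic virulence genes, 19 (46.3%) peaked at 20 or 30 minutes.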

Over half of the periodic virulence genes clustered together and peaked in a similar cell-cycle phase (20–30 minutes into cycle 1). 11 of the 14 capsule / cell wall genes were contained in this cluster (S3 Fig, S3 Table).

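Cluster B held the other 3 capsule or cell wall genes, *MAN1* (CNAG_04312), *CIR1* (CNAG_04864) and *CAS1* (CNAG_07937), with first-cycle peaks at 10, 50 and 10 minutes. Within cluster A, *CHS6* (CNAG_06487) rose 43.1-fold to its peak at 30 minutes and *MPK1* (CNAG_04514) rose 3.47-fold to its peak at 30 minutes, while *CPL1* (CNAG_02797) and *CAS32* (CNAG_00124) peaked at 10 minutes. These genes are named after their values were seen, except *CHS6*.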

Next, we wanted to ask if periodicity and temporal ordering of orthologous genes is evolutionarily conserved between the two budding yeasts. We compiled the largest list to date of putative sequence orthologs between *C*. *neoformans* and *S*. *cerevisiae* from the literature, databases, and additional BLAST searches (S1 File, S4 Table) [32,46–48]. About half of the periodic genes from each yeast (Fig 2) had at least one sequence ortholog in the other species. However, there were only about 230 pairs of orthologous genes that were labeled periodic in both yeasts. Those pairs of periodic orthologs have diverged in temporal ordering between *C*. *neoformans* and *S*. *cerevisiae* (Fig 3, S5 Table). These results indicated that the programs of periodic gene expression, and possibly the regulatory pathway, have diverged to some degree between the two budding yeasts. This altered temporal ordering between *S*. *cerevisiae* and *C*. *neoformans* periodic orthologous genes was likely not due to the experimental synchrony procedure. 

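S5 Table lists 252 pairs, made of 237 *S*. *cerevisiae* genes and 225 *C*. *neoformans* genes. The Spearman correlation of first-cycle peak times across pairs was -0.0217, at percentile 36.4 of 10000 random re-pairings of the same genes. Pairs are not independent replicates, so the percentiles describe these series only. Peak time on a clock that restarts every 75 minutes was also measured as the phase of a cosine fitted over 0 to 230 minutes. The concentration of the differences in phase (*C*. *neoformans* minus *S*. *cerevisiae*) was summarized by the mean resultant length R, which is 1 when all pairs differ by the same time and 0 when the differences are spread evenly. R does not depend on a shift of one time axis, which moves every difference alike. The paper's alignment also rescales each axis by its cell-cycle period, and R was not computed after such a rescaling. The differences themselves do depend on a shift, and they are given in minutes after release without alignment. R was 0.319, above all re-pairings (median 0.0645). The mean phase difference was -21.3 minutes, and 138 pairs (54.8%) lay within 12.5 minutes of it, where evenly spread differences would give 33.3%. Without the time points before 30 minutes, the Spearman correlation of peak times (30 to 100 minutes) was -0.230 (percentile 0.01) and R was 0.295. The correlation uses unaligned times on a scale cut at 30 and 100 minutes, so its sign can depend on the cut. It does not by itself show a reversed order. From the differences in order, the paper concludes that the programs of periodic gene expression have diverged to some degree between the yeasts.

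**Figure D3:**
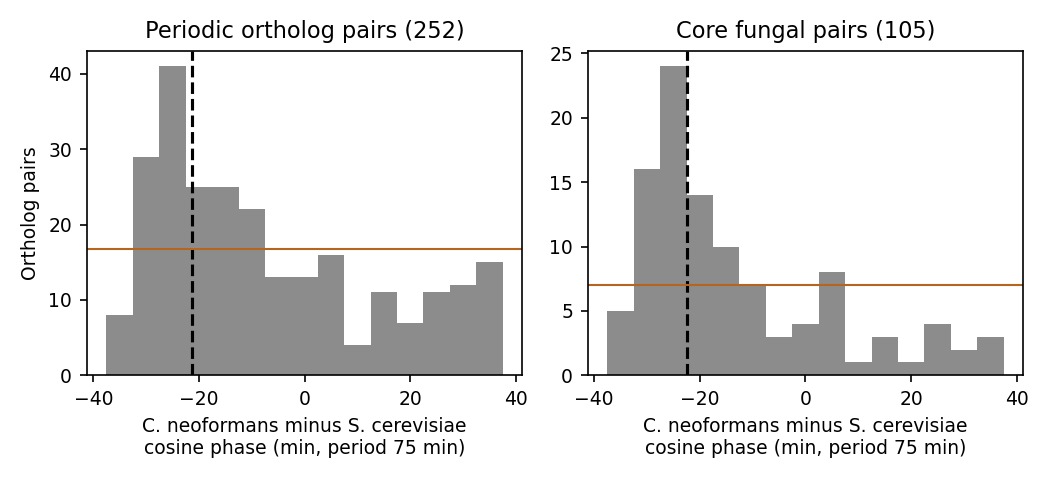
Ortholog pairs (y axis) by the difference in cosine phase between *C*. *neoformans* and *S*. *cerevisiae* in minutes (x axis, 5-minute bins), for the 252 periodic pairs (left) and the 105 core fungal pairs (right). The dashed line marks the mean difference, -21.3 minutes on the left and -22.4 minutes on the right, and the horizontal line the height that evenly spread differences would give.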

We obtained transcriptome data from two previous studies on *S*. *cerevisiae* cell-cycle-regulated transcription (which applied a different cell-cycle synchrony procedure, used different lab strains of *S*. *cerevisiae*, and/or measured gene expression on different platforms), and our list of periodic *S*. *cerevisiae* genes maintained temporal ordering during the cell cycle in all three datasets (S4 Fig).

**Fig 3:**
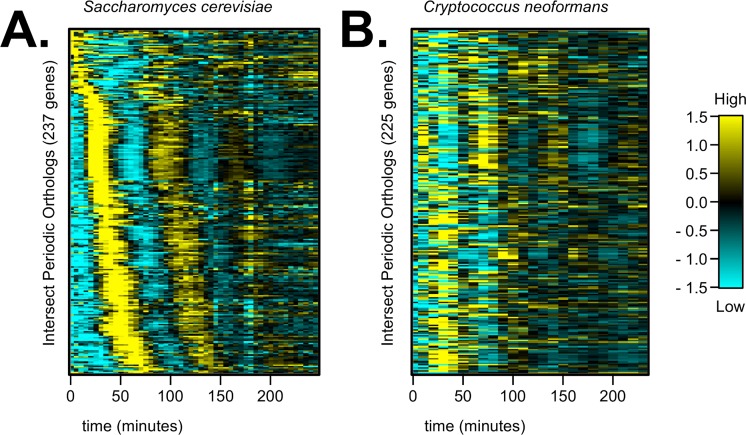
Periodic, orthologous genes between *S*. *cerevisiae* and *C*. *neoformans* are differentially ordered during the cell cycle. In *S*. *cerevisiae*, 753 genes out of the 1246 periodic genes had at least one ortholog in *C*. *neoformans* (60.4%). In *C*. *neoformans*, 593 genes out of the 1134 periodic genes had at least one ortholog in *S*. *cerevisiae* (52.3%). The intersection of these two gene lists contained 237 unique *S*. *cerevisiae* (**A**) and 225 unique *C*. *neoformans* (**B**) gene orthologs that were periodic in both budding yeasts. *C*. *neoformans* orthologs were plotted in the same relative order as their ortholog in *S*. *cerevisiae* (**B**), and we observed that many periodic genes have diverged in temporal ordering between the two yeasts. Transcript levels are depicted as a z-score change relative to mean expression for each gene, where values represent the number of standard deviations away from the mean. Orthologous periodic gene pairs are in the same relative order for (**A-B**) (for exact ordering of gene pairs and multiple-mapping orthologs, see S5 Table). Each column represents a time point in minutes.

Cell-cycle regulated gene expression has also been investigated in a species of pathogenic Ascomycota, *Candida albicans* [49]. To ask about common periodic gene expression in an evolutionarily intermediate budding yeast species, we further identified putative periodic orthologous genes shared between *S*. *cerevisiae*, *C*. *neoformans*, and *C*. *albicans*. 

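The core fungal list of S5 Table holds 105 pairs of *S*. *cerevisiae* and *C*. *neoformans* genes, made of 96 and 89 genes, and the *C*. *albicans* data were not analysed here. R of their phase differences was 0.486, above every one of 10000 re-pairings (median 0.146). The mean difference was -22.4 minutes and 70 pairs (66.7%) lay within 12.5 minutes of it, with a median distance from it of 7.16 minutes. First-cycle peak times gave a Spearman correlation of -0.0121 (percentile 44.4), which was 0.107 over the 67 pairs with 1-to-1 orthologs. Peak times and R differ in that a peak near 0 or 70 minutes lies at opposite ends of the peak-time scale but at the same place on the clock.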

A core set of almost 100 orthologs appeared to have both conserved periodicity and temporal ordering between all three budding yeasts (S5 Fig, S5 Table). This fungal gene set was enriched for functions in mitotic cell cycle and cell-cycle processes, which suggested that core cell-cycle regulators are under strong selection for conservation at the sequence level and by timing of periodic gene expression.

### Conservation of known cell-cycle regulators

We reasoned that some cell-cycle events must be invariable in temporal ordering between fungi (S5 Fig). DNA replication (S-phase) should be highly conserved across organisms because duplication of genetic material is essential for successful division. Segregation of genomic content during mitosis (M-phase) is also essential for division, and duplication must precede division. Using annotations for *S*. *cerevisiae* [50] we identified lists of genes known to be involved in regulating events in various cell-cycle phases including bud formation and growth [51,52], DNA replication [53,54], and spindle formation, mitosis, and mitotic exit [55–58]. We filtered the resulting gene lists by periodicity in *S*. *cerevisiae* (Fig 2A, S6 Table). We then identified orthologous genes in *C*. *neoformans* without enforcing a periodicity filter.

We have previously shown that expression timing of canonical cell-cycle orthologs in *S*. *cerevisiae* and *S*. *pombe* can vary—some gene pairs shared expression patterns while others diverged [59]. To temporally align orthologous gene plots between *S*. *cerevisiae* and *C*. *neoformans*, we used the algorithmic approach described previously with *S*. *cerevisiae* and *S*. *pombe* time series transcriptome data [59]. The first, most synchronous cycle of budding data from each yeast was fit using the CLOCCS algorithm (Fig 1, S6 Fig) [59,60]. Time points in minutes were then transformed into cell-cycle lifeline points to visualize the data (see S1 File).

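Peak times of the *S*. *cerevisiae* lists were compared with random lists of expressed genes, using the SD of first-cycle peak times in a list. The 77 budding, 61 DNA replication and 143 mitosis genes of S6 Table had SDs of 19.3, 11.5 and 16.4 minutes. The median over 10000 lists of matched size and mean expression was 22.8 minutes for each list. No random list was as narrow as the DNA replication or mitosis list, and the budding list lay at percentile 0.34. These genes had been selected for periodicity in the same series.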

As observed previously, *S*. *cerevisiae* genes that regulate budding, S-phase, and mitosis were largely transcribed periodically in the proper phases (Fig 4A, 4D and 4G) [12–15]. Cell-cycle gene expression peak time patterns were examined to quantitatively compare cell-cycle phases (S7 Fig). 

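Of the 77 *S*. *cerevisiae* budding genes, 11 had their first-cycle peak from 0 to 15 minutes, 22 from 20 to 30 minutes, 26 from 35 to 50 minutes and 18 from 55 to 70 minutes. *KCC4* had its highest first-cycle value at 20 minutes, *CDC11* at 45 minutes and *CHS2* at 65 minutes. Their highest values in the second cycle (75 to 145 minutes) came at 85, 130 and 135 minutes.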

Bud assembly and growth genes peaked throughout the cell-cycle transcription program, and the temporal ordering of these genes repeated across cell cycles (Fig 4A, S7A and S7B Fig). Similarly, spindle assembly and mitosis genes peaked in the mid-to-late phases of the transcription program (Fig 4G). 

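Of the 143 mitosis genes, 61 (42.7%) peaked from 35 to 50 minutes and 29 (20.3%) from 55 to 70 minutes, while 11 (7.69%) peaked by 15 minutes. The remaining 42 genes peaked from 20 to 30 minutes. Among the genes plotted in Fig 4I, *CLB3* peaked at 35 minutes, *BUB2* at 50, *CDC5* at 60 and *CDC20* at 65 minutes.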

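The 61 *S*. *cerevisiae* genes annotated to DNA replication had a median first-cycle peak at 25 minutes, with quartiles of 25 and 35 minutes. A total of 43 genes (70.5%) peaked from 20 to 30 minutes, 13 from 35 to 50 minutes, 3 later and 2 earlier.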

DNA replication genes peaked in a defined window in the middle phase of the transcription program (Fig 4D). We observed analogous expression patterns for *C*. *neoformans* orthologs associated with S-phase and mitosis (Fig 4E and 4H), but orthologs associated with budding appeared to be expressed with less restriction to a discrete cell-cycle phase or strict temporal order (S7 Fig). This budding gene pattern can be observed qualitatively where the unrestricted expression timing creates a more “speckled” appearance in the *C*. *neoformans* heatmap (Fig 4B) and differentially timed gene expression peaks (Fig 4C).

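Of the 87 mitosis orthologs in *C*. *neoformans*, 53 (60.9%) peaked from 20 to 30 minutes and 19 by 15 minutes. Their SD was 18.2 minutes, narrower than in any of 10000 random lists (median 25.4 minutes). Of the 53 DNA replication orthologs, 33 (62.3%) peaked by 15 minutes and 11 (20.8%) from 55 to 70 minutes. Their SD of peak times was 24.8 minutes, at percentile 29.1 of random lists. On the 75-minute clock these groups lie side by side, and the circular SD of cosine phases was 10.4 minutes, below every random list (median 23.1 minutes). Across ortholog pairs, R of the phase differences was 0.635 over 53 DNA replication pairs (re-pairings within the list had a median of 0.439 and none reached it) and 0.411 over 96 mitosis pairs (median 0.235, percentile 99.9). The mitosis orthologs CNAG_01907 (*CDC5*), CNAG_02095 (*CLB3*, *CLB4*) and CNAG_07756 (*CDC20*) peaked at 30 minutes and CNAG_05406 (*BUB2*) at 20 minutes.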

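For the 71 budding pairs, R of the phase differences was 0.257, at percentile 81.5 of re-pairings within the list (median 0.193), and 38 pairs (53.5%) lay within 12.5 minutes of the mean difference. Some of these pairs, such as *CDC5* with CNAG_01907, are also in the mitosis list, so the lists are not independent. Peak times of these pairs had a Spearman correlation of 0.333 (percentile 99.8), and the correlation was -0.0919 (percentile 22.1) without the time points before 30 minutes. The SD of first-cycle peak times of the 61 *C*. *neoformans* budding orthologs was 18.0 minutes, narrower than every random list (median 25.5 minutes), and its circular counterpart was 16.2 minutes, against 18.2 minutes for the 77 *S*. *cerevisiae* genes. Over a window from 0 to 80 minutes the SDs were 22.1 minutes in *C*. *neoformans* and 20.2 minutes in *S*. *cerevisiae*. Of the *C*. *neoformans* orthologs, 32 peaked from 20 to 30 minutes and 21 by 15 minutes, 2 from 35 to 50 minutes and 6 later.

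**Figure D4:**
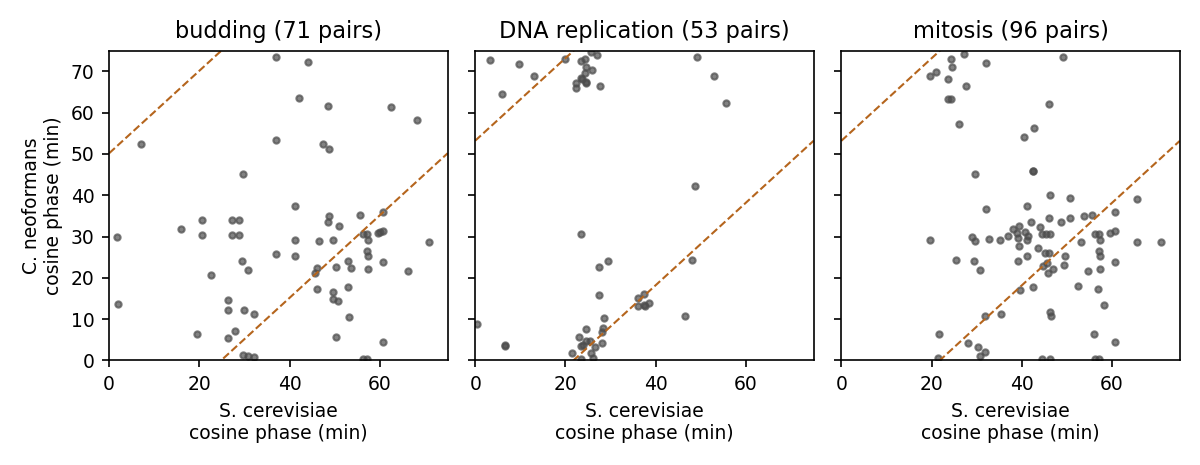
Cosine phase of *C*. *neoformans* orthologs (y axis, minutes) against that of their *S*. *cerevisiae* genes (x axis, minutes) for 71 budding, 53 DNA replication and 96 mitosis pairs, with 1 point per pair. Dashed lines mark the mean phase difference of each list, repeated every 75 minutes. Of the DNA replication pairs, 75.5% lie within 12.5 minutes of it.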

**Fig 4:**
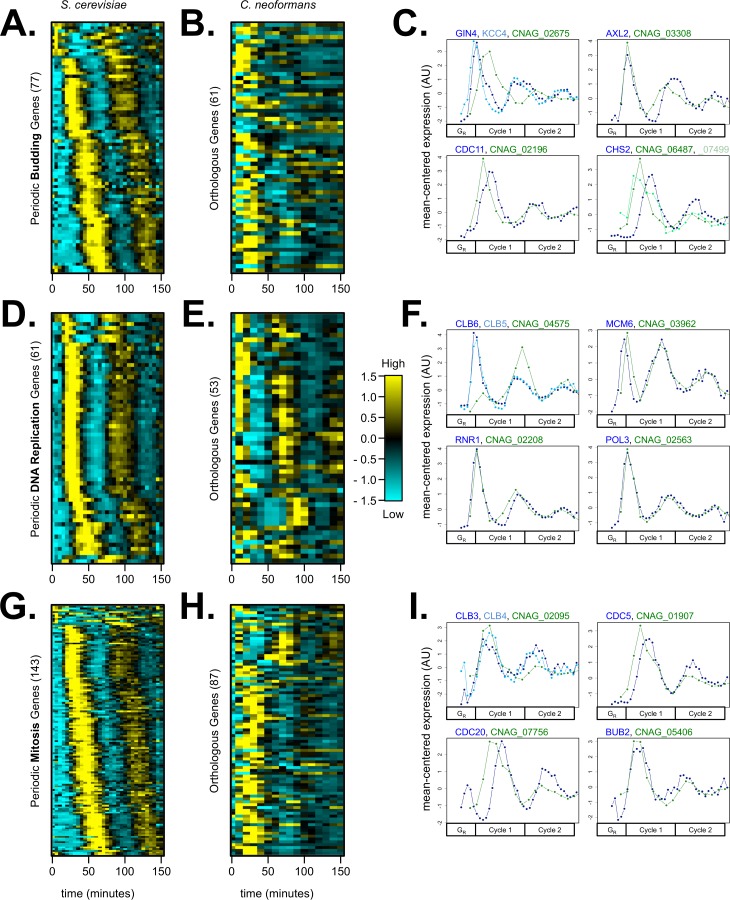
DNA replication, spindle assembly, and mitosis genes are highly conserved in temporal ordering during the fungal cell cycles, while budding orthologs vary in their temporal expression pattern in *C*. *neoformans*. *S*. *cerevisiae* genes annotated as bud assembly and growth genes were identified and filtered by periodicity (77 genes) (**A**). Many budding genes had an ortholog in *C*. *neoformans* (61 genes, 79.2%), and some orthologs were labeled periodic (20 genes, 32.8%) (**B**). Genes annotated as DNA replication genes were identified and filtered by periodicity (61 genes) (**D**). Almost all DNA replication genes had an ortholog in *C*. *neoformans* (53 genes, 86.9%), and over half of the orthologs were labeled periodic (28 genes, 52.8%) (**E**). Genes annotated as mitotic and spindle assembly genes were also identified and filtered by periodicity (143 genes) (**G**). Over half of the M-phase genes had an ortholog in *C*. *neoformans* (87 genes, 60.8%), and many orthologs were called periodic (53 genes, 60.9%) (**H**). Transcript levels are depicted as a z-score change relative to mean expression for each gene, where values represent the number of standard deviations away from the mean. Orthologous periodic gene pairs are in the same order for (**A-B**, **D-E**, or **G-H**) (for exact ordering of gene pairs and multiple-mapping orthologs, see S6 Table). Each column represents a time point in minutes. Canonical budding (**C**), DNA replication (**F**), and mitotic (**I**) gene orthologs are plotted to compare transcript dynamics between *S*. *cerevisiae* (blue) and *C*. *neoformans* (green). Global alignment E-values for ortholog pairs can be found in S4 Table. Line plots for orthologs are shown on a mean-normalized scale (same linear scaling method as heatmaps) (**C**, **F**, and **I**). This mean-normalization was used because *C*. *neoformans* genes have higher fold-change expression levels than *S*. *cerevisiae* genes (S1 Fig). Orthologous genes are plotted on a common cell-cycle timeline in CLOCCS lifeline points as described (see S1 File). In both yeasts, S-phase genes generally precede M-phase genes in temporal order (**D-F**, **G-I**).

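The fold change of each of the top 1600 genes was taken as the highest over the lowest FPKM + 1 on the 24 time points shared by both series. The median log2 fold change was 1.33 in *S*. *cerevisiae* (interquartile range 0.90 to 2.12) and 2.23 in *C*. *neoformans* (1.55 to 3.17). With 5 added in place of 1, the medians were 1.14 and 1.68. The difference between the highest and lowest FPKM went the other way, with a median of 5.22 on the log2 scale in *S*. *cerevisiae* and 5.04 in *C*. *neoformans*. FPKM is not on a common scale here, since the median summed FPKM of a library was 2371315 in *S*. *cerevisiae* and 888517 in *C*. *neoformans*. The difference between the yeasts rests on 1 culture each.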

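The median first-cycle peak of the *S*. *cerevisiae* genes was 15 minutes later for mitosis (40 minutes) than for DNA replication. In *C*. *neoformans* the medians were 10 minutes for DNA replication orthologs and 30 minutes for mitosis orthologs, a difference of 20 minutes. Cosine phases gave differences of 13.5 minutes in *S*. *cerevisiae* and 22.5 minutes in *C*. *neoformans*, a 3-point running mean gave 10 minutes in *C*. *neoformans* (medians of 20 and 30 minutes), and no alternative reversed the order in either yeast.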

We hypothesize that bud emergence and bud growth are not as tightly coordinated with cell-cycle progression in *C*. *neoformans* cells. Unlike *S*. *cerevisiae* where bud emergence occurs primarily at the G1/S transition, *C*. *neoformans* bud emergence can occur in a broad interval from G1 to G2 phases [61,62]. The difference in budding transcript behaviors between *S*. *cerevisiae* and *C*. *neoformans* orthologs could therefore reflect the difference in the cell biology of bud emergence and growth (Fig 4A and 4B). Only about 33% of the orthologous budding gene pairs were periodically expressed in *C*. *neoformans*, compared to 53% DNA replication and 61% mitosis orthologs (Fig 4B, 4E and 4H). Furthermore, budding orthologs that were periodic in both *C*. *neoformans* and *S*. *cerevisiae* showed some divergence in expression timing (Fig 4C). 

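By the rankings computed here, 20 of the 61 budding orthologs were periodic (exact 95% interval 21.3% to 46.0%), as were 29 of the 53 DNA replication orthologs (54.7%, interval 40.4% to 68.4%) and 53 of the 87 mitosis orthologs (interval 49.9% to 71.2%). Expression-matched random lists of the same sizes held medians of 12, 10 and 18 periodic genes. All 10000 lists fell below the DNA replication and mitosis counts, and the budding count lay at percentile 99.1. With the time points before 30 minutes left out of the filter, 19 budding (percentile 97.2), 33 DNA replication and 44 mitosis orthologs were periodic, and a Lomb-Scargle cutoff of 0.1 left 3 budding orthologs (percentile 56.6). The other counts at that cutoff were 10 for DNA replication (percentile 99.99) and 12 for mitosis (percentile 99.985).

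**Figure D5:**
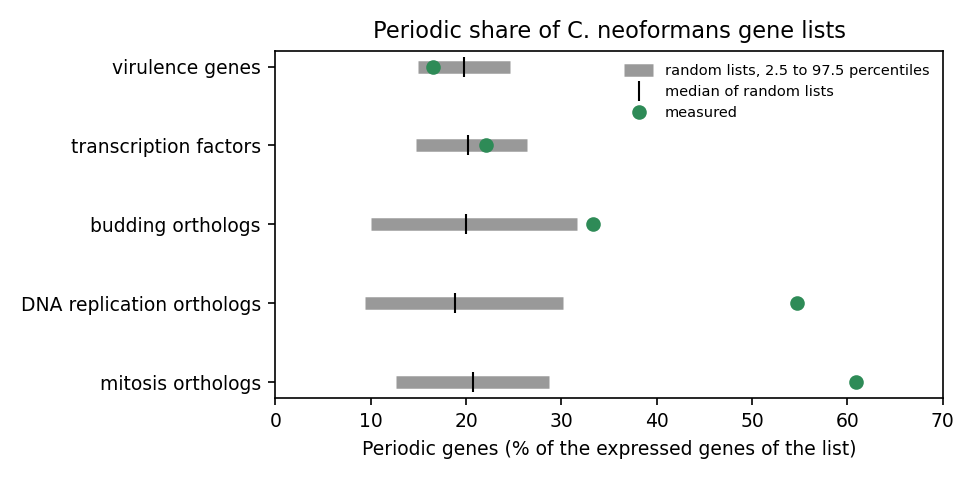
Periodic genes as a percentage of the expressed genes in 5 *C*. *neoformans* gene lists (x axis). Circles are the measured shares, ticks the medians of 10000 expression-matched random lists, and gray bars the range of the central 95% of them. Virulence genes and transcription factors lie inside the bars and the 3 lists of cell-cycle orthologs to the right of them.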

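In Fig 4C, *AXL2* peaked at 25 minutes in *S*. *cerevisiae* and its ortholog CNAG_03308 at 10 minutes in *C*. *neoformans*, and their unaligned cosine phases differed by -21.0 minutes, where the mean over the 71 budding pairs was -24.8 minutes. The phase of CNAG_02196 differed from that of *CDC11* by -23.6 minutes, and those of CNAG_06487 and CNAG_07499 from that of *CHS2* by -29.3 and -24.6 minutes. CNAG_02675, the ortholog of *GIN4* and *KCC4*, peaked at 30 minutes, and its differences were 3.27 and 9.94 minutes. Among these *C*. *neoformans* genes the Lomb-Scargle p-values ran from 0.322 (CNAG_06487) to 0.500 (CNAG_02675), close to the cutoff. Over the 24 budding pairs with both genes periodic, a comparison chosen after seeing the data, R was 0.459 (median of re-pairings 0.358, percentile 84.8). It was 0.740 over 29 DNA replication pairs (median 0.572) and 0.582 over 55 mitosis pairs (median 0.291). From the budding genes, the paper proposes that bud emergence and growth are less tightly coordinated with the cell cycle in *C*. *neoformans*.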

We also observed that bud emergence of *C*. *neoformans* cells during the time series appeared less synchronous in second and third cycles than *S*. *cerevisiae* cells (Fig 1A and 1B). Bud emergence in *C*. *neoformans* could be controlled by both stress pathways and TF inputs because the first budding cycle is highly synchronous after elutriation synchrony, which causes a transient stress response in released cells (Fig 1B). However, our data do not rule out a model where some budding genes in *C*. *neoformans* are controlled post-transcriptionally by localization, phosphorylation, or other periodic mechanisms. It is also possible that budding orthologs are more difficult to identify than other cell-cycle genes due to sequence divergence or that novel budding genes have evolved in the *C*. *neoformans* lineage.

### Partial conservation of the transcription factor (TF) network control module

We have previously shown that a network of periodically expressed TFs is capable of driving the program of periodic genes during the *S*. *cerevisiae* cell cycle [15,27]. We hypothesized that a network of periodic TFs could also function in *C*. *neoformans* to drive a similar fraction of cell-cycle genes. Thus, the temporal re-ordering of part of the *C*. *neoformans* gene expression program (Fig 3) could be explained by two models: evolutionary re-wiring of shared network TFs with *S*. *cerevisiae* or novel TF network components arising in *C*. *neoformans* to drive cell-cycle genes. First, we asked if network TFs were conserved from *S*. *cerevisiae* to *C*. *neoformans*. Indeed, a majority of network TFs and key cell-cycle regulators have putative orthology between the two yeasts (Table 1) [30]. As observed for other cell-cycle genes (Fig 4), orthologs of some network TFs were expressed in the same phase in both yeasts, while others were expressed at different times (Table 1).

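Peak times for the genes of Table 1 were taken from 0 to 80 minutes. In 23 ortholog pairs, the *C*. *neoformans* gene peaked earlier than the *S*. *cerevisiae* gene in 14 and later in 9, with a median difference of -10 minutes and a range from -45 to 60 minutes. The pairs are not independent, since genes such as CNAG_04575 and CNAG_03229 stand in more than 1 pair. Most of the later pairs hold CNAG_04575, CNAG_03229 or CNAG_05535. These 3 genes peaked at 80 minutes, the end of the window and past 1 period of 75 minutes. The window from 0 to 70 minutes also gave 14 earlier and 9 later pairs. With a 3-point running mean, 12 were earlier and 11 later. In 4 pairs the genes peaked within 10 minutes of each other. These were *CLB3* and CNAG_02095 (35 and 30 minutes), *HCM1* and CNAG_03116 (25 and 30 minutes), *SWI4* and CNAG_07464 (20 and 10 minutes), and *CDC28* and CNAG_01664 (30 and 20 minutes). The counts of pairs were added after the values were seen. In minutes after release, without alignment or a clock that restarts, the largest differences were those of CNAG_03229 from *YOX1* and of CNAG_04575 from *CLB6*, each 60 minutes later at the last time point of the window, that of CNAG_04575 from *CLB5*, 55 minutes later, and those of CNAG_05934 from *FHL1*, CNAG_05861 from *FKH1*, CNAG_02566 from *FKH2* and CNAG_07924 from *MCM1*, each -45 minutes. On the 75-minute clock the phase of CNAG_04575 differed from that of *CLB6* by -23.2 minutes, where the mean over the DNA replication pairs was -21.8 minutes. Several *C*. *neoformans* genes of the table were not periodic by the filter, among them CNAG_05535 (Lomb-Scargle p = 0.980), CNAG_03229 (p = 0.528), CNAG_01664 (p = 0.850), CNAG_05861 (p = 0.749), CNAG_05934 (p = 0.623) and CNAG_04575 (p = 0.538), as were the *S*. *cerevisiae* genes *CDH1* (p = 0.814), *MCM1* (p = 0.830) and *WHI5* (p = 0.762).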

**Table 1:** TF network components in *S*. *cerevisiae* and sequence orthologs in *C*. *neoformans* have generally diverged in expression timing. Putative orthologous gene pairs were identified, if any (S4 Table) [30]. The peak time (minutes) and time to half-peak expression (minutes) was identified for the first cell cycle in each yeast. Peak times were similar for some pairs (e.g. *SWI4*, CNAG_07464), but many pairs have diverged in ordering (e.g. *FHL1*, CNAG_05934, and CNAG_05535). The protein global alignment score is also shown for each putative ortholog pair (S4 Table). Some reported ortholog pairs did not have a significant global alignment score (i.e. E-value > 10), which was likely due to similar local sequence matches (e.g. homologous protein domains) and divergent regions elsewhere in the proteins (see S1 File).

*S*. *cerevisiae* gene ID	Peak time (minutes)	Half peak time (min)	*C*. *neoformans* gene ID	Peak time (minutes)	Half peak time (min)	Global E-Value
CDH1	5	0	CNAG_03191	30	20	9.80E-101
SWI4	20	15	CNAG_07464	10	0	>10
YOX1	20	15	CNAG_03229	70	10	>10
CLN1/2	25,25,5	15,15,0	CNAG_06092	10	0	0.78; 2.90E-02
HCM1	25	15	CNAG_03116	30	20	>10
STB1	25	15	NA			
CDC28	30	20	CNAG_01664	20	10	0
CLB3/4	35,45	25,30	CNAG_02095	30	20	1.2E-88; 4.40E-79
NDD1	40	25	NA			
FHL1	45	25	CNAG_05934	0	0	>10
FKH1	45	30	CNAG_05861	0	0	0.25
SWI6	45	25	CNAG_01438	10	0	1.50E-14
MBP1	45	30	CNAG_07464	10	0	6.80E-41
FHL1	45	25	CNAG_05535	50	40	>10
YHP1	45	15	CNAG_03229	70	10	>10
NRM1	45	20	NA			
CLB1/2/5/6	50,65,25,20	40,40,15,15	CNAG_04575	80	60	5.8E-72; 9.30E-91; >10
WHI5	50	25	CNAG_05591	10	0	>10
FKH2	55	30	CNAG_02566	10	0	2.90E-04
ACE2	60	40	NA			
SWI5	60	45	NA			
CDC20	65	50	CNAG_07756	30	20	2.40E-90
MCM1	75	60	CNAG_07924	30	20	>10

Second, we asked if there were any novel periodic TFs in *C*. *neoformans* (i.e. TFs with no predicted ortholog in *S*. *cerevisiae*, or TFs with an ortholog in *S*. *cerevisiae* that is not known to function in the TF network). We constructed a list of periodic *C*. *neoformans* TFs by filtering a previously annotated transcription factor list [32] with our list of periodic genes (Fig 5, S7 Table). Indeed, 30 novel TF genes were periodic during the *C*. *neoformans* cell cycle (Fig 5A). 

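Of the 180 listed transcription factors, 163 were expressed, and 36 were periodic by the rankings computed here (exact 95% interval 14.4% to 26.6% of the list). Random lists of matched expression held a median of 33 (24 to 43 in the central 95%), which places the count at percentile 70.1. All 30 factors of Fig 5A were among the 36. Their first-cycle peaks fell at 0 or 10 minutes for 5, at 20 or 30 minutes for 11, at 40 or 50 minutes for 4 and at 60 or 70 minutes for 10. The factors with the best combined ranks were CNAG_04090 (rank 14), CNAG_05591 (rank 15), CNAG_03212 (rank 54), CNAG_05153 (rank 98) and CNAG_07924 (rank 156). CNAG_03212, which Fig 5A plots, rose 16.9-fold and peaked at 30 minutes, and CNAG_05153 rose 4.79-fold and peaked at 70 minutes. A Lomb-Scargle cutoff of 0.1 left 9 of the 180 factors.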

Taken together, results from Table 1 and Fig 5 suggested that both network TF re-wiring and novel periodic TFs in *C*. *neoformans* could explain the differential ordering of periodic genes during the cell cycle (Fig 3).

**Fig 5:**
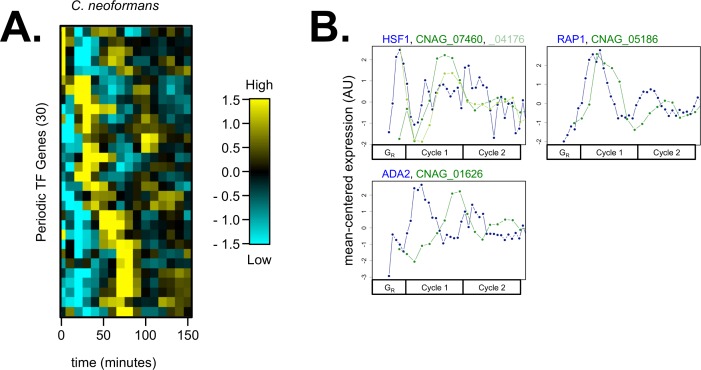
Novel periodic TFs in *C*. *neoformans* could regulate periodic gene expression. A gene list of *C*. *neoformans* TFs was obtained (180 genes) [32] and filtered by periodicity (36 genes, 20.0%). 6/36 periodic TFs were putative orthologs to previously known TFs in the *S*. *cerevisiae* cell-cycle network (Table 1). The remaining 30 novel periodic TFs are shown (**A**). Transcript levels are depicted as a z-score change relative to mean expression for each gene, where values represent the number of standard deviations away from the mean. Each column represents a time point in minutes. 18/30 periodic TFs have no documented ortholog in *S*. *cerevisiae*. 12/30 periodic TFs do have a putative ortholog in *S*. *cerevisiae*, but that gene is not currently known to participate in the *S*. *cerevisiae* cell-cycle network (S7 Table). Three examples of these ortholog pairs are shown between periodic *C*. *neoformans* TFs and their putative *S*. *cerevisiae* ortholog (**B**). Line plots for orthologs are shown on a mean-normalized scale (z-score of fpkm units, same linear scaling method as heatmaps) (**B**). This mean-normalization was used because *C*. *neoformans* genes have higher fold-change expression levels than *S*. *cerevisiae* genes (S1 Fig). Orthologous genes are plotted on a common cell-cycle timeline in CLOCCS lifeline points as described (see S1 File).

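The 12 plotted factors with an ortholog match 12 distinct *S*. *cerevisiae* genes, of which *ADA2*, *RAP1* and *REB1* were periodic in *S*. *cerevisiae*. In Fig 5B, *HSF1* had a Lomb-Scargle p of 1.00 and a fold change of 1.57, while its orthologs CNAG_07460 and CNAG_04176 had p-values of 0.461 and 0.151 and fold changes of 4.70 and 3.05. *RAP1* peaked at 50 minutes (p = 0.0844) and CNAG_05186 at 30 minutes (p = 0.139). *ADA2* peaked at 45 minutes (p = 0.156) and CNAG_01626 at 70 minutes (p = 0.464). *REB1* is named after its value was seen.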

Putative S-phase regulators in *C*. *neoformans* exhibited transcript behaviors that were very similar in periodicity and in ordering to their *S*. *cerevisiae* orthologs (Fig 4D–4F). Thus, we predicted that the network motifs and TFs controlling the transcription of periodic S-phase genes could be conserved. 

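The S-phase genes of Fig 4F peaked between 20 and 25 minutes in *S*. *cerevisiae*. *RNR1* rose 60.0-fold, *CLB6* 107-fold, *CLB5* 5.53-fold, *POL3* 3.34-fold and *MCM6* 3.27-fold. Their orthologs CNAG_02208 (*RNR1*), CNAG_02563 (*POL3*) and CNAG_03962 (*MCM6*) had their highest values at 10 minutes in *C*. *neoformans*, with fold changes of 9.71, 15.8 and 5.18. CNAG_04575, the ortholog of *CLB5* and *CLB6*, had its highest value up to 70 minutes at the end of that window, and its cosine phase was 0.320 minutes. The unaligned cosine phases of CNAG_02208, CNAG_02563 and CNAG_03962 differed from those of their orthologs by -20.8, -17.0 and -16.3 minutes, where the phase of *MCM6* was 5.83 minutes, earlier than its peak. By the Lomb-Scargle filter, CNAG_02208 (p = 0.529) was not periodic, and CNAG_03962 (p = 0.493) was.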

Orthologous genes in the G1/S topology were largely conserved in periodic expression dynamics at cell-cycle entry (Fig 6). 

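Among the genes of Fig 6, *SWI4* (p = 0.0998), *MBP1* (p = 0.107), *SWI6* (p = 0.0910), *CLN1* (p = 0.0997), *CLN2* (p = 0.0370) and *HCM1* (p = 0.0400) passed the Lomb-Scargle cutoff in *S*. *cerevisiae*, and *WHI5* (p = 0.762) did not. In *C*. *neoformans*, CNAG_01438 (p = 0.128), CNAG_03116 (p = 0.0106) and CNAG_05591 (p = 0.0501) passed. CNAG_07464, the ortholog of *SWI4* and *MBP1*, did not pass on linear FPKM (p = 0.770), where its first peak of 174 FPKM + 1 at 10 minutes stood 10.5-fold above its lowest value. It passed on the log2 scale (p = 0.128) and without the time points before 30 minutes (p = 0.0245). The G1 cyclin ortholog CNAG_06092 did not pass on any of these (p = 0.947, 0.890 and 0.998). From these dynamics and the sequence orthology, the paper concludes that the topology at cell-cycle entry appeared largely conserved.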

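In *S*. *cerevisiae*, *SWI6* had its highest first-cycle value at 45 minutes and *WHI5* at 50 minutes. Their *C*. *neoformans* orthologs CNAG_01438 and CNAG_05591 had theirs at 10 minutes. Both *C*. *neoformans* genes vary around the point where the cycle repeats. With a 3-point running mean they peaked at 70 minutes, and their cosine phases were 72.2 and 74.6 minutes on the 75-minute clock.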

The expression timing of some genes had shifted earlier in the *C*. *neoformans* cell cycle (Fig 6C and 6F, Table 1), but this result does not refute the hypothesis that these genes are activated and functional at G1/S phase. Therefore, the network topology of cell-cycle entry appeared largely conserved in *C*. *neoformans* both by sequence and by gene expression dynamics. The prediction of this model is that a common G1/S transcriptional network drives a common set of S-phase periodic genes. To test this model, we examined promoter sequences from TF network genes in *S*. *cerevisiae* and *C*. *neoformans*, as well as the promoters of 38 periodic DNA replication ortholog pairs, and did an unbiased search for enriched TF binding sequences. The core motif “ACGCGT” for SBF/MBF transcription factors [63–65] was identified in both *S*. *cerevisiae* and *C*. *neoformans* promoters. 

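Sequences upstream of *S*. *cerevisiae* start codons were read from the R64 reference, over 1000 bp, for the genes of S8 Fig. The authors took promoters from FungiDB, and *C*. *neoformans* promoters were not analysed here. ACGCGT occurred in 511 of 6027 promoters of the genome (8.48%). It occurred in 6 of 17 TF network promoters (35.3%, exact 95% interval 14.2% to 61.7%), those of *CLB2*, *CLB6*, *CLN1*, *HCM1*, *SWI4* and *YOX1*, which lies at percentile 99.9 of 10000 random lists of the same size. Among 36 DNA replication promoters it occurred in 24 (66.7%, interval 49.0% to 81.4%), more than in any random list. Within 500 bp, 3 TF network promoters held it (percentile 96.4) and 24 DNA replication promoters did. The authors searched without a preset motif, and the counts here are for ACGCGT alone.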

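Of the 36 *S*. *cerevisiae* promoters in the list of random periodic genes, 7 held ACGCGT (19.4%, exact 95% interval 8.19% to 36.0%), at percentile 97.9 of random lists drawn from all genes. They belong to *CLB2*, *CLB6*, *GPA2*, *MSH6*, *POL3*, *PYC1* and *SMC3*. *CLB2* and *CLB6* are also in the TF network list and *CLB6* and *POL3* in the DNA replication list, and *GPA2*, *MSH6*, *PYC1* and *SMC3* are named after their values were seen. Within 500 bp, 5 promoters held the motif (percentile 96.8).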

The motif was not enriched in randomly selected periodic gene promoters, suggesting that SBF/MBF is functionally conserved in *C*. *neoformans* to drive TF network oscillations and DNA replication gene expression (S8 Fig).

**Fig 6:**
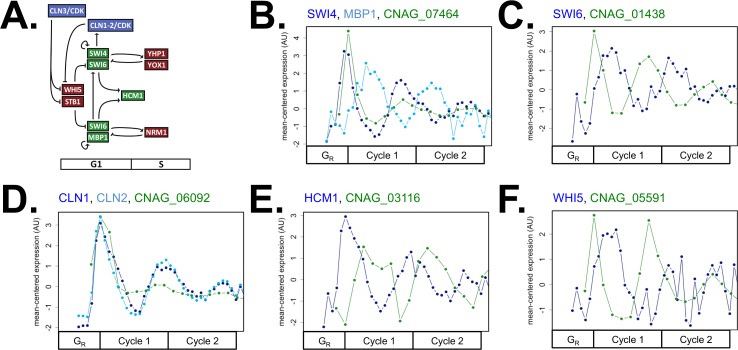
Evidence for conservation of the TF network topology at G1/S in *C*. *neoformans*. At cell-cycle entry in *S*. *cerevisiae*, the repressors Whi5 and Stb1 are removed from the SBF/MBF complexes by G1 cyclin/CDK phosphorylation. The heterodimeric TF complexes SBF (Swi4, Swi6) and MBF (Mbp1, Swi6) can then activate ~200 periodic genes at the G1/S border. SBF/MBF activate the downstream transcriptional activator Hcm1 to continue the temporal activation of S-phase genes. The transcriptional repressors Yox1, Yhp1, and Nrm1 then repress SBF/MBF (**A**). Ortholog pairs are shown for SBF/MBF (CNAG_07464 or MBS1) (**B**), *SWI6* (CNAG_01438 or MBS2) (**C**), G1 cyclins (CNAG_06092) (**D**), *HCM1* (CNAG_03116) (**E**), and *WHI5* (CNAG_05591) (**F**). Line plots for orthologs are shown on a mean-normalized scale (z-score of fpkm units, same linear scaling method as heatmaps) (**B-F**). This mean-normalization was used because *C*. *neoformans* genes have higher fold-change expression levels than *S*. *cerevisiae* genes (S1 Fig). Orthologous genes are plotted on a common cell-cycle timeline in CLOCCS lifeline points as described (see S1 File).

## Discussion

Here, we present the first RNA-Sequencing dataset of transcription dynamics during the cell cycle of *C*. *neoformans*. Despite evolutionary distance between Basidiomycota and Ascomycota, *S*. *cerevisiae* and its extensive genome annotation provided an excellent analytical benchmark to compare to cell-cycle transcription in *C*. *neoformans*. RNA-Sequencing has been shown to be more quantitative than microarray technology for lowly- and highly-expressed genes using asynchronous *S*. *cerevisiae* cells due to microarray background fluorescence and saturation of fluorescence, respectively [66].

We demonstrate that 20% or more of all genes in the budding yeast genomes are periodically transcribed during the cell cycle. A ranking of periodicity for transcript dynamics in *C*. *neoformans* is provided (S2 Table). For the sake of comparison, we have presented gene sets of 1100–1200 periodic genes with the highest relative periodicity scores as “cell-cycle-regulated”; however, there is a continuum of periodic gene expression dynamics during the cell cycle in both yeasts (S1 Fig). The four periodicity algorithms applied here yielded a range of periodicity scores with no clear distinction between “periodic” and “non-periodic” gene sets (S1 and S2 Tables). These results suggest that yeast mRNAs fluctuate in expression with various degrees of cell-cycle periodicity. We propose that the top 20% periodic genes presented in this study are directly regulated by periodic cell-cycle TFs in *C*. *neoformans* and in *S*. *cerevisiae*. We also posit that some of the remaining 80% genes are weakly cell-cycle regulated. For example, some genes could be subject to complex regulation with one regulatory input from a cell-cycle periodic TF and another input from a constitutively expressed TF.

We raise two important questions about the yeast periodic gene expression programs: is periodic expression of a core set(s) of genes required for the fungal cell cycle, and how are periodic gene dynamics controlled in each yeast?

In both yeasts, periodic transcription is a high dimensional cell-cycle phenotype because transcriptional state reflects the phase-specific biology of the cell cycle over repeated cycles (Fig 2 and Fig 4). In other words, G1-, S-, and M-phase genes follow a defined temporal ordering pattern. *S*. *cerevisiae* cells synchronized by different methods and/or grown in different conditions display similar ordering of periodic cell-cycle genes, despite different cell-cycle period lengths (S4 Fig). Here, we examined the transcriptome of cycling *C*. *neoformans* cells at 30°C. Other groups have shown that *C*. *neoformans* cells spend more time in G1 phase at 24°C [67]. We predict that future studies examining cell-cycle transcription of *C*. *neoformans* cells grown in different conditions (i.e. non-rich media or 37°C infection temperature) would continue to display a similar temporal ordering of cell-cycle genes. These findings provide more evidence that “just-in-time transcription” is a conserved feature of eukaryotic cell cycles [23].

We show that some orthologous periodic genes have diverged in temporal ordering during the cell cycles of *S*. *cerevisiae* and *C*. *neoformans* over evolutionary time (Fig 3). We specifically investigated genes that play a role in bud emergence and bud growth, and we find that many budding gene orthologs are not controlled in a defined temporal order during the *C*. *neoformans* cell cycle (Figs 1A, 1B, 4A and 4B). On the other hand, DNA replication and mitosis genes do appear to be conserved by sequence homology, periodic expression, and temporal ordering (Fig 4D–4I). Lastly, we find that a set of about 100 orthologous genes is both periodic and expressed in proper cell-cycle phase in the budding yeasts *S*. *cerevisiae*, *C*. *neoformans*, and *C*. *albicans* (S5 Fig) [49]. These findings suggest that there may be a conserved set of fungal cell-cycle-control genes, which represent novel therapeutic targets for fungal infections.

We posit that a network of periodic transcription factors (TFs) could control the periodic gene expression program in *C*. *neoformans*, which has been shown in *S*. *cerevisiae* and suggested in human cells [15,22,25,27]. Many orthologous genes to *S*. *cerevisiae* TF network components have diverged in expression timing in *C*. *neoformans* cells (Table 1). However, we show that the G1/S network topology is likely conserved between *S*. *cerevisiae* and *C*. *neoformans* because orthologous genes display similar expression dynamics (Fig 6). Furthermore, we find that the promoters of G1/S TF network orthologs and promoters of periodic DNA replication orthologs are enriched for an “ACGCGT” sequence motif, which matches the SBF/MBF binding site consensus in *S*. *cerevisiae* (S8 Fig) [63–65]. Therefore, we propose that the G1/S transcriptional motif—where a co-repressor is removed by G1 cyclin/CDK phosphorylation and a TF activator complex is de-repressed—is also conserved in *C*. *neoformans* (Fig 6B–6D and 6G) [29,30]. Downstream of the G1/S activator complex, the *C*. *neoformans* TF network may also contain a common forkhead domain S-phase activator and homeobox domain G1/S repressor (Fig 6E, Table 1) [14,68,69]. This partially conserved TF network model in *C*. *neoformans* explains the common G1/S topology, on-time DNA replication gene transcription, as well as differential expression of budding and other cell-cycle genes by divergent parts of the TF network.

The regulation of periodic transcription and the function of a putative TF network warrant further investigation as virulence factors of fungal meningitis caused by *C*. *neoformans*. It has been previously shown that fluconazole drug treatment can affect cell ploidy in *C*. *neoformans* [70]. More recently, polyploid Titan cells were shown to produce haploid and aneuploid daughter cells during *C*. *neoformans* infection [71]. Therefore, future work on proper regulation of DNA replication and the contribution of periodic gene products could greatly benefit our understanding of genome stability in *C*. *neoformans*. The *C*. *neoformans* TF deletion collection was recently phenotyped, and the potential of targeted TF therapies was discussed [32,72]. We have added to the *C*. *neoformans* genotype/phenotype map by documenting the functional outputs of cell-cycle TFs over synchronized cell cycles. We also propose that a conserved G1/S topology of cell-cycle TFs may initiate the cell-cycle transcription network in *C*. *neoformans*. It is possible that a multi-drug combination targeting cell-cycle regulators and previously characterized virulence pathways could yield more successful antifungal therapies [72]. For example, a combination therapy could target TFs at the conserved G1/S topology to slow cell-cycle entry and also target fungal cell wall or capsule growth. In the circadian rhythm field, it has been shown that drugs targeting Clock Controlled Genes are most potent when administered at the time of the target gene’s peak expression [73].

Interestingly, deletion of the known SBF/MBF ortholog, Mbs1 (CNAG_07464), is viable in *C*. *neoformans* [32,74]. These genetic results do not match *S*. *cerevisiae*, where *swi4 mbp1* double mutants are inviable [75]. In fact, deletion of the single known G1 cyclin ortholog, CNAG_06092, is also viable in *C*. *neoformans* [10]. Mbs1 and the G1 cyclin are likely important for cell-cycle progression in *C*. *neoformans* because mutant phenotypes are highly defective in capsule formation in G1 phase, melanin production, and response to Hydroxyurea treatment during S phase [10,11,32,74]. However, the genetics are inconsistent with findings in *S*. *cerevisiae* and warrant further investigation to characterize the G1/S TF network topology of *C*. *neoformans*. It is possible that uncharacterized, redundant genes exist in the *C*. *neoformans* G1/S network motif.

We find that 40 candidate virulence genes are periodically expressed during the *C*. *neoformans* cell cycle (S3 Table, S3 Fig). An important direction for future work is to identify the mechanistic links between cell-cycle regulators and virulence pathways. 14 periodic virulence genes have annotated phenotypes in capsule formation and/or cell wall secretion. Fungal cells must secrete new cell wall and capsule during growth, and the direct links between cell cycle and these virulence factors in *C*. *neoformans* warrants further study because the cell wall and capsule are not present in host cells. The ultimate goal of this work is to identify the regulatory mechanism of periodic gene expression in *C*. *neoformans* and to find optimal drug targets and combination therapies for disrupting the fungal cell cycle.

## Materials and Methods

### Yeast strains, cultures, and synchronization

The wild-type *Saccharomyces cerevisiae* strain is a derivative of BF264-15D MATa *bar1* [76,77]. The wild-type *Cryptococcus neoformans var*. *grubii* serotype A strain is a derivative of H99F [47]. Yeast cultures were grown in standard YEP medium (1% yeast extract, 2% peptone, 0.012% adenine, 0.006% uracil supplemented with 2% dextrose sugar). For centrifugal elutriation, cultures were grown in YEP-dextrose (YEPD) medium at 30°C overnight. Elutriated early G1 cells were then resuspended in fresh YEPD medium at 30°C for time series experiments. For α-factor arrest, cultures were grown in YEPD medium at 30°C and incubated with 30 ng/ml α-factor for about 110 minutes. Synchronized cultures were then resuspended in fresh YEPD medium at 30°C. Aliquots were taken at each time point and subsequently assayed by RNA-Sequencing.

### RNA isolation and RNA-sequencing analyses

Total RNA was isolated by acid phenol extraction as described previously [34]. Samples were submitted to the Duke Sequencing Facility (https://www.genome.duke.edu/cores-and-services/sequencing-and-genomic-technologies) for stranded library preparation and sequencing. mRNA was amplified and barcoded (Illumina TruSeq Stranded mRNA Library Preparation Kit for *S*. *cerevisiae* and KAPA Stranded mRNA-Seq Library Preparation Kit for *C*. *neoformans*) and reads were sequenced in accordance with standard Illumina HiSeq protocols. For *S*. *cerevisiae*, libraries of 50 base-pair single-end reads were prepared, and 10 samples were multiplexed and sequenced together in each single lane. For *C*. *neoformans*, libraries of 125 base-pair paired-end reads were prepared (due to larger and more complex yeast transcriptome with introns), and 12 samples were multiplexed and sequenced together in each single lane. Raw FASTQ files were aligned to the respective yeast genomes using STAR [78]. Aligned reads were assembled into transcripts, quantified, and normalized using Cufflinks2 [79]. Samples from each yeast time series were normalized together using the CuffNorm feature. The normalized output FPKM gene expression levels were used in the analyses presented. A detailed description of each analysis pipeline is presented in the S1 File.

### Accession numbers

RNA-Sequencing gene expression data from this manuscript have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE80474.

## Supporting Information

S1 File Supporting Information Methods. This file contains further details on the RNA-Seq data analysis pipeline, periodic gene ranking algorithms, alignment of the two time series experiments using CLOCCS, and documentation of sequence orthologs.
(DOCX) Click here for additional data file.

S1 Table Ranking of periodic genes from the *S*. *cerevisiae* cell cycle. In the first column, genes are denoted by transcriptome GTF file gene IDs (typically gene common names). Scores or p-values and ranks from the 4 algorithms—persistent homology (PH), Lomb-Scargle (LS), JTK-CYCLE (JTK), and de Lichtenberg (DL)—are shown (columns 8–15). In the fourth column, a cumulative periodicity rank was calculated by adding the ranks from each algorithm (i.e. low cumulative ranks indicate optimal periodicity rankings by all algorithms). Mean expression for each gene is shown in the fifth column (fpkm units). The absolute amplitude was calculated in the sixth column by finding (max_expr_−min_expr_) (fpkm units). The fold-change was calculated in the seventh column by finding (max_expr_ / min_expr_) (fpkm units). Noisy genes were then pruned from the final ranking if more than half of the time series contained fpkm values less than 2 (1213 genes were marked “NA” in red). The second column, Normalized Periodicity Ranking, contains the remaining 5913 genes ranked by cumulative periodicity score with noisy genes removed. This column was used to determine the top 1600 periodic genes shown in S1 Fig. To further refine the *S*. *cerevisiae* periodic gene list, we re-ran the Lomb-Scargle algorithm to match the *C*. *neoformans* experimental time points (see S1 File). P-values from this LS run are provided in column 16. An LS cutoff was made, and genes passing the cutoff are highlighted in green in column 3. The final list of 1246 periodic genes (Fig 2A) was determined by 1) non-noisy genes, 2) genes in the top 1600 cumulative ranking, and 3) genes passing the LS cutoff. Column 17 contains the y-axis index for the 1246 periodic genes shown in Fig 2A.
(XLSX) Click here for additional data file.

S2 Table Ranking of periodic genes from the *C*. *neoformans* cell cycle. In the first column, genes are denoted by transcriptome GTF file gene IDs (H99 accession standard names). Scores or p-values and ranks are shown from the 4 algorithms: PH, LS, JTK, and DL (columns 8–15). In the fourth column, a cumulative periodicity rank was calculated by adding the ranks from each algorithm (i.e. low cumulative ranks indicate optimal periodicity rankings by all algorithms). Mean expression for each gene is shown in the fifth column (fpkm units). The absolute amplitude was calculated in the sixth column by finding (max_expr_−min_expr_) (fpkm units). The fold-change was calculated in the seventh column by finding (max_expr_ / min_expr_) (fpkm units). Noisy genes were then pruned from the final ranking if more than half of the time series contained fpkm values less than 2 (780 genes were marked “NA” in red). The second column, Normalized Periodicity Ranking, contains the remaining 6182 genes ranked by cumulative periodicity score with noisy genes removed. This column was used to determine the top 1600 periodic genes shown in S1 Fig. To further refine the *C*. *neoformans* periodic gene list, we applied an LS p-value cutoff. Genes passing the cutoff are highlighted in green in column 3. The final list of 1134 periodic genes (Fig 2B) was determined by 1) non-noisy genes, 2) genes in the top 1600 cumulative ranking, and 3) genes passing the LS cutoff. Column 16 contains the y-axis index for the 1134 periodic genes shown in Fig 2B.
(XLSX) Click here for additional data file.

S3 Table 40 genes associated with virulence phenotypes from previous studies are called periodic during the *C*. *neoformans* cell cycle. The Madhani group documented virulence genes from previous work and performed genetic screens for virulence factors from a partial *C*. *neoformans* deletion collection [6]. Their list of virulence genes and corresponding literature reference(s) was compiled (from Table 1, Table 2, S1 Table, and S2 Table [6]), and H99 accession IDs were assigned. 37 genes in red font were either identified through a modified FungiDB search or the gene ID could not be found [46]. Of the 257 genes assigned to a standard name, 40 are in the periodic gene list for *C*. *neoformans*. Columns 4 and 5 show literature references for each gene (with corresponding PMID) and key words for the virulence factor(s) reported in the respective study.
(XLSX) Click here for additional data file.

S4 Table Documentation of 4572 pairs of sequence orthologs between *C*. *neoformans* and *S*. *cerevisiae*. Orthologous pairs (columns 1–2) were derived from FungiDB, literature supplemental materials, or manual BLAST searches (column 5) [32,46–48]. Duplicate mappings exist in both yeasts (i.e. 3405 unique *C*. *neoformans* genes and 3437 unique *S*. *cerevisiae* genes generate 4572 unique pairs). *S*. *cerevisiae* genes are also labeled with their standard gene ID (column 3) and any paralogs from the whole genome duplication (column 4, see S1 File for further details). Protein sequences from each fungal gene were obtained from FungiDB, and global alignments among all possible pairs were tested using the FASTA program [80]. The scores for each putative ortholog pair were extracted. Some pairs did not score significantly (E-value < 10) in global protein sequence alignment (marked with “NA”s). See the S1 File section “Documentation of sequence orthologs between *S*. *cerevisiae* and *C*. *neoformans*” for complete details.
(XLSX) Click here for additional data file.

S5 Table Top periodic gene orthologs in both *S*. *cerevisiae* and *C*. *neoformans*, a subset of which are also periodic in *C*. *albicans*. To ask if orthologous pairs of genes are periodically expressed in both yeasts, we identified the intersection of genes in the periodic gene lists of both *S*. *cerevisiae* and *C*. *neoformans* (Fig 2). The overlapping orthologous gene pairs in Fig 3 represent ~19% of the top periodic genes shown in Fig 2 (237 unique *S*. *cerevisiae* and 225 unique *C*. *neoformans* genes, Excel Tab 1). For each ortholog pair (columns 1, 4), the periodicity rank from the respective yeast dataset is shown (columns 3, 6). Gene ordering by peak time of expression from the Fig 3 heatmaps is also shown (columns 2, 5). A subset of about 100 orthologous genes is also periodic during the *C*. *albicans* cell cycle (S5 Fig, Tab 2) [49]. For each ortholog pairing (columns 1, 3, 5), gene ordering by peak time of expression from the S5 Fig heatmaps is shown (columns 2, 4, 6)
(XLSX) Click here for additional data file.

S6 Table Conservation of budding, S-phase, and M-phase genes. *S*. *cerevisiae* genes involved in bud formation and growth (154, Excel Tab 1, [50–52]), DNA replication (103, Excel Tab 2, [50,53,54]), and spindle formation, mitosis, and mitotic exit (258, Excel Tab 3, [50,55–58]) were identified and filtered by periodicity (columns 1, 3, 4). The *S*. *cerevisiae* periodic cell-cycle gene lists (77 budding, 61 DNA replication, 143 mitosis) were then queried for *C*. *neoformans* orthologs in budding (61), S-phase (53), and M-phase (87) genes, along with respective periodicity ranks (columns 5, 7, 8). Gene ordering by peak time of expression from Fig 4 is also shown (columns 2, 6).
(XLSX) Click here for additional data file.

S7 Table Identification of novel periodic TFs in *C*. *neoformans*. A list of 178 *C*. *neoformans* TFs was taken from Jung and colleagues (column 1) [32], and 3 TFs were added manually (WHI5/CNAG_05591, FKH2/CNAG_02566, SWI4/CNAG_07464). Periodicity ranks are shown (columns 3, 4). The 74 *S*. *cerevisiae* orthologs and periodicity rankings are also shown (columns 5–7). Cells highlighted in green represent known cell-cycle network TFs in *S*. *cerevisiae*. Gene ordering by peak time of expression from Fig 5 is also shown (column 2).
(XLSX) Click here for additional data file.

S1 Fig In both *Saccharomyces cerevisiae* and *Cryptococcus neoformans*, genes decay in periodicity as their ranking decreases. Four periodicity algorithms were run on both time series gene expression datasets at a period of 75 minutes. The top-ranked 1600 genes of *S*. *cerevisiae* (A-B) and *C*. *neoformans* (E-F) appear periodically expressed during the cell cycle. The next groups of ranked genes—1601–2400 (C, G) and 2401–3200 (D, H)—decay in periodic shape. However, there is no clear cutoff between “periodic” and “non-periodic” genes in either dataset. Transcript levels are depicted as a z-score change relative to mean expression for each gene. Each row represents a ranked periodic gene (see S1 and S2 Tables), and genes are ordered along the y-axis by peak expression during the cell cycle. Each column represents a time point in minutes. We also compared the distributions of amplitudes between *S*. *cerevisiae* (blue) and *C*. *neoformans* (green) ranked periodic genes (I-L). We examined two amplitude metrics—the absolute amplitude (max–min, top) and the fold-change amplitude (max / min, bottom). To compare the amplitude distributions, raw values were log2-normalized to make them normally distributed (I-L), and the following tests were conducted in R: wilcox.test, ks.test, var.test, and t.test. Distributions are statistically different for all fold-change histograms (I-L, bottom), where *C*. *neoformans* genes have higher mean fold-change values than *S*. *cerevisiae* genes. Distributions are statistically different for half of the absolute amplitude histograms (I, K, top), where *S*. *cerevisiae* genes have higher mean amplitude values than ranked *C*. *neoformans* genes.
(TIF) Click here for additional data file.

S2 Fig Comparison of *Saccharomyces cerevisiae* wild-type periodic gene lists from nine studies. Periodic gene lists from each publication were derived as follows. The top 1600 genes from this study were converted to SGD standard names and 17 dubious ORFs were removed (1583 genes). The 856 microarray probe IDs from Bristow et al. Additional File 3 were converted to unique standard names (including duplicate probe ID mappings) to generate 881 genes (572 genes intersect with this study) [33]. The 479 genes from Eser et al. Addendum Table S6 were converted to standard names (425 intersect this study) [45]. The 598 genes from Granovskaia et al. Supplement Table 5 were converted to standard names, and 9 dubious ORFs were removed to generate 589 genes (487 intersect this study) [44]. The 1275 probe IDs from Orlando et al. Supplement Table 1 were converted to unique standard names to generate 1357 genes (777 intersect this study) [15]. The 991 genes from Pramila et al. with PBM5 rankings of 1000 or less were taken from Orlando et al., and 52 dubious ORFs were removed to generate 939 genes (618 intersect this study) [14]. The top 800 genes were taken from de Lichtenberg et al. (http://www.cbs.dtu.dk/cellcycle/yeast_benchmark/benchmark.php), and 47 dubious ORFs were removed to generate 753 genes (522 intersect this study) [41]. The 421 genes from Cho et al. were also taken from the de Lichtenberg et al. webpage, and 22 dubious ORFs were removed to generate 399 genes (326 intersect this study) [13]. The 800 genes from Spellman et al. were taken directly from the Supplement (http://genome-www.stanford.edu/cellcycle/data/rawdata/CellCycle95.xls), and 59 dubious ORFs were removed to generate 741 genes (540 intersect this study) [12]. Percent overlaps between each periodic gene list were calculated by dividing the number of intersecting genes by the total number of genes in the smaller list. Percent overlap is presented as a heatmap, and gene lists are ordered by date of publication.
(TIF) Click here for additional data file.

S3 Fig 40 periodic virulence genes in *C*. *neoformans* cluster into two major cell-cycle phases. 40 periodic genes associated with virulence phenotypes from previous work (S3 Table) were clustered by an affinity propagation algorithm, as described in [15]. The 24 genes in Cluster A peak in an early-to-mid cell-cycle phase. The 16 genes in Cluster B are expressed approximately anti-phase to the Cluster A periodic genes. 11/14 periodic virulence genes associated with capsule and cell wall synthesis in *C*. *neoformans* belong to Cluster A (see S3 Table).
(TIF) Click here for additional data file.

S4 Fig Periodic genes in *S*. *cerevisiae* share temporal ordering across a variety of synchrony procedures, experimental conditions, and gene expression measurement technologies. Microarray data was obtained from two different studies that profiled gene expression dynamics from wild-type yeast upon release from elutriation synchrony: Spellman 1998 [12] and Orlando 2008 [15]. Spellman and colleagues cultured the lab strain DBY7286 in YEP 2% ethanol at 25°C, elutriated, and released early G1 cells at 25°C. Orlando and colleagues cultured the lab strain 15D in YEP 2% galactose at 30°C, elutriated, and released early G1 cells into YEP 2% dextrose + 1 M Sorbitol at 30°C. In this study, cells were cultured in YEP 2% dextrose, arrested using alpha-factor, and G1 cells were released into YEP 2% dextrose at 30°C. 1214 out of 1246 periodic genes from this study (Fig 2A) were successfully mapped back to microarray probe IDs from the Affymetrix Yeast 2.0 array (Orlando) and to spots on custom-printed Cy3-Cy5 arrays (Spellman). In each heatmap, the 1214 genes were ordered in the exact same order along the y-axis by peak time of expression in the dataset from this study. For this study (A) and Orlando et al data (B), transcript levels are depicted as a z-score change relative to mean expression for each gene, where values represent the number of standard deviations away from the mean. Spellman et al data (C) were available in log-transformed format, and are depicted as a log2-fold change relative to mean. Each column (A-C) represents a time point in minutes. Despite drastically different culturing conditions between the three experiments, the temporal ordering and periodicity of gene expression is very similar across the three *S*. *cerevisiae* cell-cycle profiling experiments.
(TIF) Click here for additional data file.

S5 Fig A core set of about 100 orthologous fungal genes is conserved in periodicity and in temporal expression between *Saccharomyces cerevisiae*, *Cryptococcus neoformans*, and *Candida albicans*. A list of 494 periodic genes in *C*. *albicans* was obtained from Cote et al 2009 [49]. Using FungiDB, the Candida Genome Database (CGD), and the original publication’s Supplemental Table 1, the *C*. *albicans* genes were mapped to 504 *S*. *cerevisiae* orthologs [46,49,81]. This *C*. *albicans*–*S*. *cerevisiae* list was crossed with the *S*. *cerevisiae*–*C*. *neoformans* orthologous, top periodic gene list from Fig 3. The final lists of *S*. *cerevisiae*–*C*. *neoformans*–*C*. *albicans* orthologs are shown here. The 96 unique *S*. *cerevisiae* genes are ordered on peak time expression, as in Fig 3 (A). The 89 unique *C*. *neoformans* genes (B) are ordered the same as their respective ortholog in A. Four replicates of microarray time series data from the *C*. *albicans* cell cycle were averaged together for the 92 unique probe IDs of interest, excluding missing data points, using R (C). In each heatmap, transcript levels are depicted as a z-score change relative to mean expression for each gene, where values represent the number of standard deviations away from the mean. Each row represents an orthologous periodic gene set, in the same order for (A-C) (for exact ordering of gene pairs and multiple-mappings, see S5 Table, Tab 2).
(TIF) Click here for additional data file.

S6 Fig CLOCCS model fits and parameter estimates for aligning the time series data. The first, most synchronous cycle of budding data from *S*. *cerevisiae* and *C*. *neoformans* (Fig 1) was fed into the CLOCCS model [59,60]. The fraction of cells with a bud (filled circles) is shown for *S*. *cerevisiae* (blue) and *C*. *neoformans* (green) wild-type cells (A, reproduced from Fig 1). The CLOCCS predicted first-bud curves and associated uncertainty (purple band) is shown for *S*. *cerevisiae* and *C*. *neoformans*, respectively (C-D). The CLOCCS parameters are given in a table for each experiment, which contains the mean value and 95% confidence interval (in parentheses) for each model parameter (E). The mean values for cell-cycle period (λ) and recovery time (μ_0_) were used to align the two time series (Figs 4 and 6) by converting time points to scaled CLOCCS lifeline points (see S1 File). The scaled budding curves, aligned by CLOCCS lifeline points, are also shown here (B).
(TIF) Click here for additional data file.

S7 Fig Quantification of peak times for budding, DNA replication, spindle assembly, and mitosis genes in *S*. *cerevisiae* and *C*. *neoformans* shown in Fig 4. Peak expression times for cell-cycle genes and orthologs in *S*. *cerevisiae* (blue) and *C*. *neoformans* (green) were found in the first cell cycle (see Fig 4A, 4B, 4D, 4E, 4G and 4H). Cycle 1 gene expression peak times were also found in the common cell-cycle timeline (CLOCCS lifeline point units) as described (see S1 File). Histograms of peak times for *S*. *cerevisiae* periodic budding genes (77) and orthologous *C*. *neoformans* genes (61) show peaks distributed throughout the first cell cycle (**A-B**). Histograms of peak times for *S*. *cerevisiae* periodic DNA replication genes (61) and orthologous *C*. *neoformans* genes (53) show a tight distribution of peak times in the mid-cell cycle and similar temporal ordering between the two yeasts (**C-D**). Histograms of peak times for *S*. *cerevisiae* periodic mitosis genes (143) and orthologous *C*. *neoformans* genes (87) show a similar range of peak times and that S-phase genes generally peak before M-phase genes in each yeast (**E-F**).
(TIF) Click here for additional data file.

S8 Fig SBF/MBF binding site motifs are conserved in *C*. *neoformans* TF network orthologs and in periodic DNA replication genes. TF network genes (Table 1) were selected for conservation and edge connection to the putatively conserved G1/S motif (Fig 6; *CLB1*, *CLB2*, *CLB3*, *CLB4*, *CLB5*, *CLB6*, *CLN1*, *CLN2*, *FKH1*, *FKH2*, *HCM1*, *MBP1*, *SWI4*, *SWI6*, *WHI5*, *YHP1*, and *YOX1*) as well as their respective *C*. *neoformans* orthologs (CNAG_04575 (*CLB*s), CNAG_02095 (*CLB*s), CNAG_06092 (*CLN*s), CNAG_05861 (*FKH1*), CNAG_02566 (*FKH2*), CNAG_03116 (*HCM1*), CNAG_07464 (*MBP1*, *SWI4*), CNAG_01438 (SWI6), CNAG_05591 (WHI5), CNAG_05176 (YHP1), CNAG_04586 (YHP1), and CNAG_03229 (YOX1)). The promoter region for each gene was designated to be the 1000 base pairs upstream of the Start Codon, and all sequences were obtained from FungiDB [46]. The promoter sequences of 38 periodic DNA replication ortholog pairs were also obtained (ASF1/CNAG_00085, CDC45/CNAG_02406, CHL1/CNAG_04026, CLB6/CNAG_04575, CSM3/CNAG_04603, CTF4/CNAG_04662, DPB2/CNAG_06634, FKH1/CNAG_05861, FKH2/CNAG_02566, HHF1/CNAG_07807/CNAG_01648, HHT1/CNAG_04828/CNAG_06745, HTA2/CNAG_06747, HTB2/CNAG_06746, MCM6/CNAG_03962, MRC1/CNAG_03023, ORC1/CNAG_02195, POB3/CNAG_05661, POL1/CNAG_06607, POL12/CNAG_06142, POL2/CNAG_02654, POL3/CNAG_02563, POL30/CNAG_06079, PRI1/CNAG_02385, PRI2/CNAG_04742, PSF1/CNAG_03374, PSF3/CNAG_04682, RAD27/CNAG_00991, RFA1/CNAG_01144, RFA2/CNAG_01316, RFC1/CNAG_07539, RLF2/CNAG_01573, RNR1/CNAG_02208, RNR2/CNAG_01915, SPT16/CNAG_01726, TOF1/CNAG_07686, and TOP1/CNAG_04190). The promoter sequences of 36 *S*. *cerevisiae* genes and 38 *C*. *neoformans* genes were selected at random from the ordered gene lists (Fig 3A and 3C) as negative controls for periodic gene promoters (ALK2, APD1, BDF2, CLB1, CLB2, CLB6, COQ10, EMP24, FHL1, FZO1, GPA2, HOS3, IDP1, IMO32, KEL1, KIP3, KRE6, LIP5, LSC2, MSH6, NTO1, PHB2, PMC1, POL3, PRC1, PSR1, PYC1, PYC2, ROD1, SCP160, SEY1, SMC3, SMC4, VAC14, VBA1, YBR053C, CNAG_00320, CNAG_00498, CNAG_00770, CNAG_00811, CNAG_00991, CNAG_01055, CNAG_01167, CNAG_01372, CNAG_01461, CNAG_01566, CNAG_01622, CNAG_01750, CNAG_01844, CNAG_02022, CNAG_02154, CNAG_02229, CNAG_02447, CNAG_02506, CNAG_02793, CNAG_02927, CNAG_03395, CNAG_03453, CNAG_03743, CNAG_03845, CNAG_04033, CNAG_04168, CNAG_04170, CNAG_04900, CNAG_04961, CNAG_05003, CNAG_05144, CNAG_05934, CNAG_05977, CNAG_06087, CNAG_06665, CNAG_06819, CNAG_07322, CNAG_07635). The Weeder 2.0 program was used to identify enriched TF binding sites in the promoter regions for each gene list, using *S*. *cerevisiae* oligo frequency parameters (command line implementation:./weeder2 -f *path_to_promoters_fasta* -O SC -b 5 -maxm 25) [82]. The top-scoring enriched 10-mer motif is shown for 17 input *S*. *cerevisiae* TF network promoters (A), for 12 input *C*. *neoformans* TF network orthologs (B), for 36 input *S*. *cerevisiae* DNA replication promoters (C), for 38 input *C*. *neoformans* DNA replication promoters (D), for 36 input *S*. *cerevisiae* random periodic gene promoters (E), and for 38 input *C*. *neoformans* random periodic gene promoters (F). In each promoter list, the “CGCG” core of common nucleotides bound by MBF and SBF was identified in the top 6-, 8-, or 10-mer enriched motifs for 15/17 (A), 7/12 (B), 30/36 (C), and 35/38 (D) promoter sets, respectively [65]. The top-scoring 10-mer motif from each promoter set was visualized using the WebLogo interface and the enriched motif alignments output from Weeder 2.0 [83].
(TIF) Click here for additional data file.

# Supplementary material for: Investigating Conservation of the Cell-Cycle-Regulated Transcriptional Program in the Fungal Pathogen, Cryptococcus neoformans
**Source:** PLoS Genet. 2016 Dec 5;12(12):e1006453. doi: 10.1371/journal.pgen.1006453
**Supplement:** S1 File — This file contains further details on the RNA-Seq data analysis pipeline, periodic gene ranking algorithms, alignment of the two time series experiments using CLOCCS, and documentation of sequence orthologs.

**Supporting Information Methods to Accompany:**

“Investigating Conservation of the Cell-Cycle-Regulated Transcriptional Program in the Fungal Pathogen, *Cryptococcus neoformans*”

Christina M. Kelliher, Adam R. Leman, Crystal S. Sierra, and Steven B. Haase

**RNA-Sequencing data normalization**

*S. cerevisiae* total mRNA was prepared in libraries of stranded 50 base-pair single-end reads and multiplexed at 10 time point samples per sequencing lane. Illumina TruSeq Kit Stranded Library Preparation and HiSeq sequencing were performed at the Duke University Sequencing Facility*. C. neoformans* total mRNA was prepared in libraries of stranded 125 base-pair paired-end reads and multiplexed at 12 time point samples per sequencing lane. KAPA Kit Stranded Library Preparation and HiSeq sequencing were also performed at the Duke Sequencing Facility*.* Raw FASTQ files from each experiment were aligned to the respective yeast reference genome using STAR [1]. The *S. cerevisiae* S288C genome (Ensembl build R64-1-1) was downloaded from Illumina iGenomes on March 2, 2016 (https://support.illumina.com/sequencing/sequencing_software/igenome.html). The *C. neoformans* H99 genome was downloaded from the Broad Institute on March 2, 2016 (using “cryptococcus_neoformans_var._grubii_h99__cna3__3_supercontigs.fasta”) [2].

RNA-Seq mapping statistics are presented in the Table below. Reads mapping uniquely to annotated gene features were quantified using HTSeq-count [3]. For *S. cerevisiae*, the average total reads obtained from the 60 time point samples (multi-plexed across 6 sequencing lanes) was about 18.5M. The average reads mapping uniquely to the reference genome was about 16M (87%). The average reads mapping uniquely to an annotated gene in the reference genome was about 14.4M (78%). For *C. neoformans*, the average total reads obtained from the 24 time point samples (multi-plexed across 2 sequencing lanes) was about 24.1M. The average reads mapping uniquely to the reference genome was about 22.1M (92%). The average reads mapping uniquely to an annotated gene in the reference genome was about 21.1M (88%).

Transcript quantification of annotated yeast genes was performed using alignment files output from STAR and Cufflinks2 [4]. Time point samples from the respective yeasts were then normalized together using the CuffNorm feature. The normalized FPKM gene expression outputs (“genes.fpkm_table”) were used in the analyses presented. To avoid fractional and zero values, 1 was added to every FPKM value in each dataset using the R statistical programming environment [5]. Fractions and zeros were found to interfere with the periodicity algorithms that involved log-transformation of data points (data not shown). Normalized gene expression data for each yeast are available in S1 and S2 Tables. Raw RNA-Sequencing data from this manuscript have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE80474.

STAR, HTSeq, and Cufflinks default parameters were modified slightly to accommodate smaller, well-annotated yeast genomes (~12 Mb for *S. cerevisiae*, ~19 Mb for *C. neoformans* [6]). Below is a generalized summary of the UNIX/Linux analysis pipeline, with file paths and generic file names in *italics*.

Yeast RNA-Sequencing Data Pipeline:

1. Align reads:

STAR --runThreadN 1 --runMode alignReads --genomeDir *path_to_yeast_genome_build* --sjdbGTFfile *path_to_yeast_transcriptome_gtf* --readFilesIn *sample.fastq* --outFilterType BySJout --alignIntronMin 10 --alignIntronMax 3000 --outFileNamePrefix ./STAR_out/ --outFilterIntronMotifs RemoveNoncanonical

2. Count reads mapping to genes:

htseq-count --order=pos --stranded=reverse --mode=intersection-nonempty *sample.aligned.sorted.sam path_to_yeast_transcriptome_gtf* > *sample.txt*

3. Quantify transcripts:

cuffquant --library-type=fr-firststrand *path_to_yeast_transcriptome_gtf*

*sample.aligned.sorted.sam*

4. Normalize time series samples together:

cuffnorm --library-type=fr-firststrand *path_to_yeast_transcriptome_gtf* *.cxb

**Ranking wild-type periodic genes**

Time series gene expression data from *S. cerevisiae* and *C. neoformans* were run through four periodicity-ranking algorithms: persistent homology (PH), Lomb-Scargle (LS), JTK-CYCLE (JTK), and de Lichtenberg (DL) [7–11]. Each algorithm was implemented as described previously [12]. For both datasets, a period length of 75 minutes and range of 65-85 minutes were applied to search for and rank periodic genes.

In order to compare periodicity-ranking predictions, we chose to search the same range of periodic signals in the two yeast time series datasets. We justify this choice of 75-minute period length for both yeasts using CLOCCS algorithm fits to budding index data [13,14]. The first, most synchronous budding cycle from the *C. neoformans* time series yielded a predicted cell-cycle period (λ) of about 75 minutes (S6 Fig). The more synchronous three budding cycles from *S. cerevisiae* yielded a predicted cell-cycle period (λ) of about 69 minutes (Fig 1). As described previously [15], we also factored in the predicted daughter cell G1 delay (δ = 11 minutes) to the final estimate of 75 minutes for the *S. cerevisiae* cell-cycle period.

S1 and S2 Tables summarize the periodicity-ranking outputs and gene expression statistics for all *S. cerevisiae* and *C. neoformans* genes, respectively. We first examined the top 1600 periodic genes from each yeast (S1 Fig), as ~15-25% of the yeast genome has been labeled periodic by previous work. In order to validate our list of the top 1600 periodic genes in *S. cerevisiae*, we compared our list to 8 previously published cell-cycle periodic gene lists. *S. cerevisiae* standard gene name mappings between the 9 gene lists are described in the legend (S2 Fig). The periodic gene list presented in this study has the most genes in common with all other studies (75.9% average overlap), and the list from Bristow 2014 has the most unique genes (64.7% average overlap with 8 other studies) [15]. This result is encouraging because our large gene list has a large percent overlap with previous work. Interestingly, there are only 159 wild-type periodic genes in the intersection of all 9 studies. The cause of this fractional overlap is unknown. Our group and others have proposed that the following variables likely play a role in the generation of unique periodic gene sets: synchrony method, gene expression measurement platform, data normalization, and periodicity detection and/or algorithm score cutoff.

To further quantify the number of periodic genes in each yeast, we applied a quantitative score cutoff to the top 1600 ranked periodic genes. As described previously, we chose to filter on the Lomb-Scargle algorithm at a p-value cutoff of 0.5 [15], which yielded 1732 genes in *S. cerevisiae* and 1327 genes in *C. neoformans*. The LS algorithm was run a second time on a truncated version the *S. cerevisiae* dataset, where the time points exactly matched the sampling density of the *C. neoformans* experiment (i.e. 0-230 minutes, every 10 minutes). The magnitudes of p-values output from the LS algorithm are affected by time-series data sampling density, as described previously [12]. Therefore, to apply the same LS cutoff to each yeast dataset, we ran the same amount of data through the LS algorithm. We then took the intersection of genes in the top 1600 ranked by all algorithms and genes that passed the LS cutoff to identify 1246 periodic genes in *S. cerevisiae* and 1134 periodic genes in *C. neoformans* (Fig 2). Although we provide an estimate for the number of periodic genes in each yeast, we emphasize that there is a distribution of periodic shapes across all expressed genes (S1 Fig) [12]. Depending on the biological question at hand and quantitative cutoff used, different lists of genes labeled periodic will emerge (S2 Fig).

**Aligning budding yeast time series data**

In the previous section, we sought to identify and accurately compare top periodic gene sets between *S. cerevisiae* and *C. neoformans* (Fig 2-3). Here, we wanted to most accurately to align the two time series and compare the expression timing of sequence orthologs (Fig 4-6, gene expression line plots). To do this, we fit the first, most synchronous cycle of budding index data using the CLOCCS algorithm (S6 Fig). We then converted time points in minutes to scaled CLOCCS lifeline points using the estimated cell-cycle period (λ) and recovery time (μ_0_) parameters. Using *S. cerevisiae* data, the following example calculations apply to all time-to-lifeline conversions:

1. First budding cycle CLOCCS parameters:

λ = 78.44

μ_0_ = 23.99

2. Time-to-lifeline examples:

tp_1_ = 25 minutes

lp_1_ = (tp_1_ - μ_0_) / λ * 100 + 100 = 101.29 scaled lifeline points

tp_2_ = 30 minutes

lp_2_ = (tp_2_ – μ_0_) / λ * 100 + 100 = 107.66 scaled lifeline points

3. RecoveryTime-to-lifeline example:

lp_scale_ = lp_2_ – lp_1_ = 6.37 minutes

tp_1-recovery_ = 20 minutes

lp_1-recovery_ = lp_25min_ – lp_scale_ = 94.92 scaled lifeline points

**Documentation of sequence orthologs between *S. cerevisiae* and *C. neoformans***

To our knowledge, we have compiled the largest list to date of putative sequence orthologs between *C. neoformans* and *S. cerevisiae* from the literature, databases, and a few manual BLAST searches [6,16–18]. The results of the yeast ortholog compilation are presented in S4 Table.

4220 ortholog pairs were derived from the FungiDB database on July 17, 2015 by searching the 6962 *C. neoformans* annotated ORFs and performing the “Transform by Orthology” step to *S. cerevisiae* S288C genes. FungiDB utilizes the OrthoMCL algorithm to determine orthology between fungal genes [19]. The first steps of the OrthoMCL algorithm utilize “reciprocal BLAST criteria” to identify orthologs, where two orthologous sequences identify each other as the best match in both genomes of interest. OrthoMCL incorporates further steps to identify groups of paralogous and orthologous genes, but is built on the reciprocal BLAST criteria definition of orthologs.

848 ortholog pairs were derived from the publication of the *C. neoformans var. grubii* H99 genome [6]. In this study, Janbon and colleagues made significant improvements to the H99 transcriptome annotation at 1766 loci. They compared this new translated gene set (and the old predicted proteome) to *S. cerevisiae* protein sequences using BLAST, and hits with 30% identity or greater were reported in their Table S2. This method of ortholog identification utilizes “best hit criteria” only, which is not as strict of a definition as the reciprocal BLAST criteria implemented in OrthoMCL.

38 ortholog pairs were derived from a recent study of transcription factors in *C. neoformans* [18]. Supplementary Data 1 reported a list of transcription factors in *C. neoformans* and putative orthologs to *S. cerevisiae* derived from the DBD TF prediction database (http://www.transcriptionfactor.org/). The DBD TF prediction database utilizes the Pfam database to identify orthologous protein domains. The Pfam database is comprised of multiple sequence alignments of protein domain families from a variety of sequenced and annotated genomes. Protein sequences are then tested against protein family alignments, and orthologous domain hits are defined by HMMER algorithm parameters. Thus, this method of ortholog identification is similar to the “best hit criteria” definition for orthologous protein domains.

8 ortholog pairs were derived from BLAST searches using specific *S. cerevisiae* proteins of interest in the yeast cell-cycle network. BLASTp searches were performed using single *S. cerevisiae* FASTA sequence files (derived from FungiDB) against the Non-redundant protein sequences in *Cryptococcus neoformans var. grubii* H99 (taxid:235443). One exception, Whi5p (YOR083W), was searched using Pattern Hit Initiated BLAST (PHI-BLAST) and the GTB motif LXXRLXXAXXK (described previously in [20]) to identify its putative *C. neoformans* ortholog. Here, we are implementing the “best hit criteria” definition of orthologs, not the reciprocal BLAST criteria implemented in OrthoMCL.

The four above sources used a variety of definitions for orthology. Therefore, to compare the list of 4572 putative orthologs pairs in *S. cerevisiae* and *C. neoformans*, we performed a global alignment for all putative orthologous protein sequences in *S. cerevisiae* and *C. neoformans*. Global alignment scores were extracted for each pair of 4572 putative orthologs. This orthology test is similar to the “best hit criteria” definition, where two protein sequences must obtain a global E-value score less than or equal to 10 to be scored by the global alignment algorithm.

From the S4 Table, 3437 unique *S. cerevisiae* and 3405 unique *C. neoformans* protein sequences were obtained from FungiDB. We then used the global search feature in the FASTA program (http://fasta.bioch.virginia.edu/fasta/fasta_list.html) [21] to align all possible pairs of yeast proteins using the following command:

ggsearch36 cneo_3405_prot.fa scer_3437_prot.fa > output_all_global.txt

3593 / 4572 pairs of putative ortholog pairs showed a significant global alignment score (78.6%, E-value ≤ 10). 980 pairs of putative orthologs did not get scored in the global alignment (S4 Table, “NA” values). Each of the four sources contained predicted ortholog pairs that scored “NA” in our global alignment test (FungiDB: 712 / 4220 pairs, Janbon Table S2: 351 / 848 pairs, Jung Table S1: 18 / 38 pairs, Manual: 6 / 8 pairs). Each source used different criteria to determine orthology. The global alignment tool is optimal for evaluating orthologs with conservation throughout the protein sequence. Local alignment tools like BLAST and protein family identification tools would be best applied to further validate similar protein domains between proteins in these distantly related budding yeasts. We were inclusive in reporting evidence for all 4572 putative ortholog pairs in S4 Table for fungal biologists to reference and evaluate. All 4572 ortholog pairs described above were used to generate gene lists for Figs 3-6, Table 1, S5 Fig, S7 Fig, and S8 Fig.

*Saccharomyces cerevisiae* underwent a whole genome duplication (WGD) during evolution [22]. For the extant sets of *S. cerevisiae* WGD paralogs, the parsimonious expectation is that each paralog pair maps to one orthologous gene in *C. neoformans*. S4 Table lists *S. cerevisiae* genes that have a paralog from the WGD, which were derived from the Yeast Gene Order Browser (http://ygob.ucd.ie/) [23]. 915 / 4572 pairs of putative orthologs involve a *S. cerevisiae* gene with a WGD paralog. About 40% of these cases are parsimoniously explained, where both of the 2 *S. cerevisiae* paralogs map to 1 *C. neoformans* gene (348 / 915 cases). In a small fraction of pairs, only 1 of 2 *S. cerevisiae* paralogs was reported to have an ortholog in *C. neoformans* (110 / 915 cases). About half of the time, there were multiple mappings between *S. cerevisiae* paralogs and putative *C. neoformans* orthologs (457 / 915 cases). This phenomenon is likely due to large families of proteins with similar functions. For example, the family of sugar transporter genes in *S. cerevisiae* (e.g. *HXT1, HXT2, HXT3, HXT4, HXT5, HXT6, HXT7, HXT8, HXT9, HXT10, HXT11, HXT12, HXT13, HXT15, HXT16, HXT17*) maps to 8 putative *C. neoformans* orthologs (CNAG_03438, CNAG_03772, CNAG_04920, CNAG_04931, CNAG_05324, CNAG_05387, CNAG_06290, CNAG_06521).

The table of 4572 ortholog pairs was used to investigate conservation of cell-cycle genes in periodicity and in timing of expression (Fig 3-6, Table 1, S5, S7, and S8 Fig). S5-S7 Tables provide the exact gene lists of ortholog pairs used to generate Fig 3-5, respectively. In particular, S6 Table contains lists of known cell-cycle genes from *S. cerevisiae* from which we then identified *C. neoformans* orthologs [24–32].

**Supporting Information References**

1. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al. STAR: Ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29(1):15–21.

2. Cryptococcus neoformans var. grubii H99 Sequencing Project, Broad Institute of Harvard and MIT [Internet]. Available from: http://www.broadinstitute.org/

3. Anders S, Pyl PT, Huber W. HTSeq-A Python framework to work with high-throughput sequencing data. Bioinformatics. 2015;31(2):166–9.

4. Trapnell C, Hendrickson DG, Sauvageau M, Goff L, Rinn JL, Pachter L. Differential analysis of gene regulation at transcript resolution with RNA-seq. Nat Biotechnol. 2013;31(1):46–53.

5. R Core Development Team. R: a language and environment for statistical computing, 3.1.2 ed. [Internet]. R Foundation for Statistical Computing. 2014. Available from: https://www.r-project.org

6. Janbon G, Ormerod KL, Paulet D, Byrnes EJ, Yadav V, Chatterjee G, et al. Analysis of the Genome and Transcriptome of Cryptococcus neoformans var. grubii Reveals Complex RNA Expression and Microevolution Leading to Virulence Attenuation. PLoS Genet. 2014;10(4):e1004261.

7. Cohen-Steiner D, Edelsbrunner H, Harer J, Mileyko Y. Lipschitz Functions Have Lp-stable Persistence. Found Comput Math. 2010;10:127–39.

8. Lomb NR. Least-squares frequency analysis of unequally spaced data. Astrophys Space Sci. 1976;39(2):447–62.

9. Scargle JD. Studies in astronomical time series analysis. II - Statistical aspects of spectral analysis of unevenly spaced data. Astrophys J. 1982;263:835–53.

10. Hughes ME, Hogenesch JB, Kornacker K. JTK_CYCLE: an efficient nonparametric algorithm for detecting rhythmic components in genome-scale data sets. J Biol Rhythms. 2010;25(5):372–80.

11. de Lichtenberg U, Jensen LJ, Fausbøll A, Jensen TS, Bork P, Brunak S. Comparison of computational methods for the identification of cell cycle-regulated genes. Bioinformatics. 2005;21(7):1164–71.

12. Deckard A, Anafi RC, Hogenesch JB, Haase SB, Harer J. Design and analysis of large-scale biological rhythm studies: a comparison of algorithms for detecting periodic signals in biological data. Bioinformatics. 2013;29(24):3174–80.

13. Orlando DA, Lin CY, Bernard A, Iversen ES, Hartemink AJ, Haase SB. A probabilistic model for cell cycle distributions in synchrony experiments. Cell Cycle. 2007;6(4):478–88.

14. Orlando DA, Iversen ES, Hartemink AJ, Haase SB. A branching process model for flow cytometry and budding index measurements in cell synchrony experiments. Ann Appl Stat. 2009;3(4):1521–41.

15. Bristow SL, Leman AR, Simmons Kovacs LA, Deckard A, Harer J, Haase SB. Checkpoints couple transcription network oscillator dynamics to cell-cycle progression. Genome Biol. 2014;15(9):446.

16. Stajich JE, Harris T, Brunk BP, Brestelli J, Fischer S, Harb OS, et al. FungiDB: An integrated functional genomics database for fungi. Nucleic Acids Res. 2012;40(D1):675–81.

17. Johnson M, Zaretskaya I, Raytselis Y, Merezhuk Y, McGinnis S, Madden TL. NCBI BLAST: a better web interface. Nucleic Acids Res. 2008;36(Web Server issue):5–9.

18. Jung KW, Yang DH, Maeng S, Lee KT, So YS, Hong J, et al. Systematic functional profiling of transcription factor networks in Cryptococcus neoformans. Nat Commun. 2015;6:6757.

19. Li L, Stoeckert CJ, Roos DS. OrthoMCL: Identification of Ortholog Groups for Eukaryotic Genomes. Genome Res. 2003;13(9):2178–89.

20. Travesa A, Kalashnikova TI, de Bruin R a M, Cass SR, Chahwan C, Lee DE, et al. Repression of G1/S transcription is mediated via interaction of the GTB motifs of Nrm1 and Whi5 with Swi6. Mol Cell Biol. 2013;33(8):1476–86.

21. Pearson WR. Searching protein sequence libraries: Comparison of the sensitivity and selectivity of the Smith-Waterman and FASTA algorithms. Genomics. 1991;11(3):635–50.

22. Kellis M, Birren BW, Lander ES. Proof and evolutionary analysis of ancient genome duplication in the yeast Saccharomyces cerevisiae. Nature. 2004;428(6983):617–24.

23. Byrne KP, Wolfe KH. The Yeast Gene Order Browser: Combining curated homology and syntenic context reveals gene fate in polyploid species. Genome Res. 2005;15(10):1456–61.

24. Cherry JM, Hong EL, Amundsen C, Balakrishnan R, Binkley G, Chan ET, et al. Saccharomyces Genome Database: The genomics resource of budding yeast. Nucleic Acids Res. 2012;40(D1):700–5.

25. Bi E, Park HO. Cell polarization and cytokinesis in budding yeast. Genetics. 2012;191(2):347–87.

26. Howell AS, Lew DJ. Morphogenesis and the cell cycle. Genetics. 2012;190(1):51–77.

27. Masai H, Matsumoto S, You Z, Yoshizawa-Sugata N, Oda M. Eukaryotic Chromosome DNA Replication: Where, When, and How? Annu Rev Biochem. 2010;79(1):89–130.

28. Fragkos M, Ganier O, Coulombe P, Méchali M. DNA replication origin activation in space and time. Nat Rev Mol Cell Biol. 2015;16(6):360–74.

29. Weiss EL. Mitotic exit and separation of mother and daughter cells. Genetics. 2012;192(4):1165–202.

30. Biggins S. The composition, functions, and regulation of the budding yeast kinetochore. Genetics. 2013;194(4):817–46.

31. Winey M, Bloom K. Mitotic spindle form and function. Genetics. 2012;190(4):1197–224.

32. Marston AL. Chromosome segregation in budding yeast: Sister chromatid cohesion and related mechanisms. Genetics. 2014;196(1):31–63.

How the deposited data were processed for this re-analysis (not part of the article)

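Gene expression was measured by RNA-Sequencing in 1 culture of *S*. *cerevisiae* (strain background BF264-15D, *bar1*, released from alpha-factor) at 50 time points and in 1 culture of *C*. *neoformans* (daughter cells isolated by elutriation) at 24 time points. Each time point is 1 library. All 74 libraries were mapped to their time point by their titles and the column names of the tables. No library was left out.

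The authors prepared stranded libraries, aligned the reads with STAR to the S288C genome (build R64-1-1) or the H99 genome, and computed normalized FPKM per gene with Cufflinks2 and CuffNorm, for all libraries of a yeast together. They added 1 to every value before they deposited it, and the smallest deposited FPKM value is 1 in both tables. Versions of these tools are not given in the sources used here. S1 File also describes more *S*. *cerevisiae* libraries than the 50 that were analysed here, and which library was sequenced in which lane is not given in the sources used here. S1 File gives the mean number of reads per library for each yeast. The values are not read counts, and no counting interval is given for an expression value, and intervals on shares of genes (exact Clopper-Pearson, 95%) cover the counting of genes only. The scripts used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

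Because each time point has 1 library, no condition was compared with another by a test. The designs and alternatives were written before the data were examined, except where a text says otherwise. A gene counted as expressed unless over 50% of its time points had an FPKM + 1 below 2. The Lomb-Scargle periodogram was computed on FPKM + 1 for periods from 65 to 85 minutes in steps of 1 minute, and the p-value follows from the largest power and a number of independent frequencies. That number depends on the number of time points by a formula that was found after the design was written, when the p-values in the tables of the paper had been read. JTK-CYCLE and de Lichtenberg scores, the latter with 4000 permutations and 100000 random profiles, gave the other ranks. Ranks used all time points, and the Lomb-Scargle cutoff of 0.5 used 24 time points in each yeast. A periodic gene is expressed, is among the 1600 best summed ranks and passes the cutoff. The paper summed 4 algorithms and 3 were summed here.

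First-cycle peaks are the time of the highest FPKM from 0 to 70 minutes, and 0 to 80 minutes for the genes of Table 1. Cosine phases use a period of 75 minutes over 0 to 230 minutes. Gene lists came from S3 Table, S5 Table, S6 Table and S7 Table. Counts and spreads of a list were placed among 10000 random lists of expressed genes of the same size, matched on mean expression in 10 bins, and measures across ortholog pairs were placed among 10000 random re-pairings. Such percentiles describe these series and are not tests across replicates. CLOCCS alignment was not repeated, and peak times are in minutes after release. *S*. *cerevisiae* promoters were read from the R64 assembly and *C*. *neoformans* promoters were not analysed here. Only the first part of S1 Table and of S2 Table was used, to compare scores, and no overlap of gene calls with them was computed.

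The genes named in the text are those of Table 1, of Fig 4C, 4F and 4I, of Fig 5B and of Fig 6, the 5 best combined ranks in each yeast, and the 5 best ranks among the virulence genes and among the transcription factors. Part of these values could be seen in the tables of the paper beforehand. Other names are said to be chosen after their values were seen.

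The periodicity measures were tested on simulated data made from the real genes. The simulated cosine kept its size over all cycles and the noise was independent between time points. The shares that passed may therefore not hold for the measured series, which shrank in later cycles. Of 200 *C*. *neoformans* genes given a cosine with a log2 range of 1, 98.5% passed the cutoff, with a median phase error of 0.850 minutes, and 5.86% of unchanged genes passed. For *S*. *cerevisiae* the phase error was 0.686 minutes. Random lists of 100 genes fell outside the 2.5 to 97.5 percentiles in 3% of 200 runs. Simulated pairs with a common offset passed percentile 97.5 in 100% of runs and unrelated pairs in 4%.

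Alternatives changed the low-expression rule, the cutoff, the scale, the pseudocount, the period range, the algorithms ranked, the early time points, the peak window and definition, the set of ortholog pairs and the promoter length and motif. The rules for calling a result changed, which are a percentile of 97.5 or 2.5, 1 sampling interval for a time and a factor of 1.5 for a count, were set after values had been seen. The counts of network pairs that peak earlier in *C*. *neoformans* or within 10 minutes were added after values had been seen.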

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

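No paired analysis was possible because each yeast is 1 culture with 1 library per time point and no replicates. The alternative pruning rule (genes with 50% or more of their time points below 2 left out) and the restriction to pairs with both genes periodic were chosen after seeing the data. Of 223 values of summary results under alternatives, 167 kept their direction and their side of the threshold, 36 moved, 9 reversed, 4 passed a percentile threshold that they had not passed, and 7 no longer passed one. Of 196 values of single genes, 186 stayed and 8 moved, and the Lomb-Scargle p of CNAG_07464 passed the cutoff under both of its alternatives. Where no cause is given for a change, the cause was not tested.

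Stricter Lomb-Scargle cutoffs lowered every count, as their construction requires. At 0.1 the genes past the cutoff were 588 in *S*. *cerevisiae* and 279 in *C*. *neoformans*, and at 0.05 they were 333 and 104. Periodic genes numbered 550 and 272 at 0.1, and 320 and 103 at 0.05. Also at 0.1, there were 10 periodic virulence genes, 9 transcription factors, and 3 budding (percentile 56.6), 10 DNA replication and 12 mitosis orthologs. Leaving out the time points before 70 minutes raised the *C*. *neoformans* genes past the cutoff to 2220. The other alternatives, and the count of expressed genes, moved these counts by less than 1.5 times. With each time point left out in turn, the genes past the cutoff ranged from 1485 (without 40 minutes) to 1869 (without 180 minutes) in *S*. *cerevisiae* and from 1067 (without 30 minutes) to 1675 (without 0 minutes) in *C*. *neoformans*. With the filter on log2 values, the count of periodic virulence genes changed sides of the random median, to percentile 64.2, and with the time points before 30 minutes left out, periodic budding orthologs lay at percentile 97.2.

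The median ranges of cycles 2 and 3 relative to cycle 1 had no spread between replicates to compare with, so every change was counted as a move. On log2 values they were 0.498 and 0.311 in *S*. *cerevisiae* and 0.377 and 0.199 in *C*. *neoformans*, and without 0 minutes 0.526, 0.332, 0.399 and 0.223. The higher median log2 fold change of *C*. *neoformans* was 1.06 with a pseudocount of 0.1, 0.55 with 5, 0.84 without the low-expression filter, 0.65 without the time points before 30 minutes and 0.81 with all 50 *S*. *cerevisiae* time points. For the highest minus the lowest value the difference was -0.25 without the low-expression filter and -0.15 without the time points before 30 minutes. It was -0.30 with all 50 time points, so *C*. *neoformans* stayed lower, on FPKM scales that are unlike between the yeasts.

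The median peak of virulence cluster B moved to 70 minutes without 0 minutes and to 69.4 minutes by cosine phase. For *C*. *neoformans* DNA replication orthologs the spread of peak times was 30.3 minutes (percentile 90.1) over 0 to 80 minutes, 24.9 minutes (percentile 97.9) over 10 to 70 minutes and 29.8 minutes (percentile 98.9) with a running mean, and it fell below all random lists by cosine phase (10.4 minutes). The first 3 use a peak-time scale that is cut where these genes peak. The other spreads kept their side under every alternative.

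R of phase differences kept its side of the threshold under every alternative, for all 5 sets of pairs. The Spearman correlation of peak times did not, and its sign can depend on where the time scale is cut. Without the time points before 30 minutes it was -0.230 for the pairs of Fig 3, -0.273 for the core fungal pairs, -0.0919 for budding (reversed), -0.201 for DNA replication (reversed) and -0.257 for mitosis pairs. With 1-to-1 orthologs it was 0.107 for the core pairs (reversed) and 0.273 for budding pairs (percentile 94.5). With both genes periodic it was -0.0467 for budding and -0.158 for DNA replication pairs, both reversed. Network pairs that peak within 10 minutes of each other fell from 4 to 2 with a running mean and rose to 6 with the window from 0 to 70 minutes.

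Within 500 bp, 3 TF network promoters held ACGCGT (percentile 96.4) and the random periodic list lay at percentile 96.8. The shorter CGCG was in 14 TF network promoters (percentile 97.2) and 24 of the random periodic list (percentile 78.7). It occurs in 60.0% of all promoters, which leaves less room for a difference. DNA replication promoters exceeded every random list under both alternatives.

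Single libraries set the time resolution, 5 minutes in *S*. *cerevisiae* and 10 minutes in *C*. *neoformans*, and differences in peak time below these intervals could not be seen. The number of reads behind a value was read only for genes with very low FPKM, and no counting error was derived from it.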

Differences from the paper's values

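Peak and half-peak times were compared with Table 1 for 43 genes. Peak times were equal to the paper's for 40 genes and half-peak times for 40. The peak of CNAG_03229 was at 80 minutes and the paper's is 70 minutes, and that of *CLB1* at 55 minutes and the paper's is 50 minutes. With the window from 0 to 70 minutes or the running mean CNAG_03229 peaked at 70 minutes, and *CLB1* stayed at 55 minutes. For *SWI6* the half-peak time was 5 minutes and the paper's is 25 minutes. The value was 25 minutes with the 3-point running mean, and stayed at 5 minutes with the window from 0 to 70 minutes.

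For CNAG_03229 the half-peak time was 40 minutes and the paper's is 10 minutes, and neither the window from 0 to 70 minutes nor the running mean brought it to within 1.5 times of the paper's value. For CNAG_05535 the peak time was 80 minutes and the paper's is 50 minutes. It was 50 minutes with the window from 0 to 70 minutes and 70 minutes, within 1.5 times, with the running mean. For CNAG_05591 the half-peak time was 10 minutes and the paper's is 0 minutes, and neither alternative closed this difference.

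The counts of expressed genes, 5920 in *S*. *cerevisiae* and 6205 in *C*. *neoformans*, are within 1.5 times of the paper's 5913 and 6182. Leaving out genes with 50% or more of their time points below 2, a rule chosen after seeing the values, gave exactly the paper's 5913 and 6182. The periodic genes, 1256 and 1187, stand beside the paper's 1246 and 1134. One virulence gene that the paper calls periodic, *MLN4*, was not in the top 1600 here. It was called without the rank filter, with ranks without de Lichtenberg and with a de Lichtenberg pseudocount of 0.1.

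The paper describes budding orthologs in *C*. *neoformans* as less restricted to a cell-cycle phase than the other orthologs. The SD of their first-cycle peak times was 18.0 minutes, no larger than that of *C*. *neoformans* mitosis orthologs (18.2 minutes), of *C*. *neoformans* DNA replication orthologs (24.8 minutes) or of the *S*. *cerevisiae* budding genes (19.3 minutes). Over 0 to 80 minutes it was 22.1 minutes, above the *C*. *neoformans* mitosis orthologs (19.9 minutes) and the *S*. *cerevisiae* budding genes (20.2 minutes), and with the running mean 21.1 minutes, above 19.6 and 19.3 minutes, and below the *C*. *neoformans* DNA replication orthologs in both. By cosine phase the circular SDs of the *C*. *neoformans* lists were 16.2 minutes for budding, 16.3 minutes for mitosis and 10.4 minutes for DNA replication. R of phase differences within pairs goes the paper's way, at 0.257 (median of re-pairings 0.193) for budding, 0.635 (0.439) for DNA replication and 0.411 (0.235) for mitosis pairs. The budding and mitosis lists share some genes and pairs.

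The paper describes the core fungal orthologs as conserved in temporal order. Their peak times in minutes had a Spearman correlation of -0.0121 across pairs, while R of phase differences, 0.486, goes the paper's way. The paper finds no enrichment of the SBF/MBF motif in random periodic genes by a search without a preset motif. Counting ACGCGT alone, 7 of 36 *S*. *cerevisiae* promoters of that list held it, at percentile 97.9 of random lists, against 24 of 36 DNA replication promoters. It was at percentile 96.8 within 500 bp and 78.7 for CGCG.

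The paper calls the G1/S orthologs of Fig 6 largely conserved in periodic expression. By the cutoff, 3 of the 5 *C*. *neoformans* genes and 6 of the 7 *S*. *cerevisiae* genes passed. CNAG_07464 passed on log2 values and without the time points before 30 minutes, which gives 4 of 5, and CNAG_06092 did not pass under any alternative run.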

Other observations

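The random orders of the time points, with or without those before 30 minutes, were tests chosen only after the result was seen, as were the restriction to pairs with both genes periodic, the comparison of budding with random subsets of other pairs and the removal of a trend with gene length. The other tests were set before their results were seen.

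More genes passed the Lomb-Scargle cutoff than random orders of the time points gave. A transient after release could produce such a count, since cells recover from alpha-factor or elutriation. How long recovery lasts was not measured, and the time points before 30 minutes were left out as a test. Without those time points 2039 *S*. *cerevisiae* genes and 1940 *C*. *neoformans* genes passed. Counts from 21 and 24 time points cannot be compared directly, so these were set against 100 random orders of the remaining 21, which gave medians of 293 and 200.5 genes. In each yeast 2 random orders gave as many genes as the measured order. An excess therefore remained without the first 30 minutes, which argues against a transient confined to them as its whole source. A longer recovery was not excluded. With all 24 time points the largest of 100 random orders gave 1309 and 997 genes, below the measured 1731 and 1323. That comparison is the excess itself and not a separate test of it. Slower or faster recurring changes that are not the cell cycle were not excluded. Periods from 95 to 115 minutes passed 1043 *S*. *cerevisiae* and 461 *C*. *neoformans* genes, periods from 115 to 135 minutes passed 814 and 589, and periods from 40 to 60 minutes passed 370 and 211. Periods from 50 to 70 minutes, which overlap those of the filter, passed 1302 and 1004. Without the time points before 70 minutes, 115 to 135 minutes passed 1782 *S*. *cerevisiae* genes, close to the 1798 of 65 to 85 minutes, and 401 *C*. *neoformans* genes against 2220. At that setting 95 to 115 minutes passed 1064 *S*. *cerevisiae* and 421 *C*. *neoformans* genes. Shorter periods passed more *C*. *neoformans* genes, 1058 for 40 to 60 minutes and 1940 for 50 to 70 minutes, where *S*. *cerevisiae* had 550 and 1314.

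In *C*. *neoformans*, 37.2% of the periodic genes had their first-cycle peak at 30 minutes. A candidate explanation is a fault of the 30-minute library alone. Expressed genes that were not called periodic and peaked at 30 minutes were therefore followed into the second cycle, where 52.4% (198 of 378, exact 95% interval 47.2% to 57.5%) peaked at 100 or 110 minutes, against 21.2% (983 of 4640) of those that peaked elsewhere. A fault of that library would not recur in independent libraries 1 period later, so these values argue against it as the whole source. A phase of the *C*. *neoformans* cell cycle with many peaks stays open as a hypothesis, and a stress response that recurs was not tested.

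The smaller range in later cycles could come from a change in all genes after release rather than from a loss of synchrony that is seen in periodic genes. In *C*. *neoformans* the expressed genes that were not periodic had a median second-cycle range of 0.271 of the first, below the 0.358 of the periodic genes, as this explanation requires. The comparison has a limit, because genes were called periodic partly for recurring in later cycles. In *S*. *cerevisiae* the value was 0.602 against 0.502, so genes that were not periodic shrank as well, but less than the periodic genes. No replicate gives a spread for this difference between medians, so it does not separate the explanations there. Loss of synchrony by asymmetric division, which the paper names, stays open in both yeasts, and it could act together with the change after release.

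Budding pairs had a lower R of phase differences than DNA replication and mitosis pairs. A candidate explanation is that fewer budding orthologs are periodic, so that their phases carry more noise. Over the 24 budding pairs with both genes periodic R was 0.459 and remained below the value that 2.5% of re-pairings exceed (0.551). R also rises when the phases of a list are bunched, so 1000 random subsets of 24 pairs from each other list were placed among re-pairings of their own genes. They passed the value that 2.5% of re-pairings exceed in 67.1% of the DNA replication subsets and 90.4% of the mitosis subsets, and lay at or below the budding percentile (84.8) in 0% and 1%. R was therefore lower for budding than for the other lists among periodic pairs as well. With 24 pairs, and lists and subsets that overlap, this does not decide how far a smaller share of periodic genes is the source. That explanation stays open. The subsets share pairs, since they hold 24 of 29 DNA replication pairs and 24 of 55 mitosis pairs. Their spread is therefore too small, and the percentages are not tests. The budding and mitosis lists also have pairs in common, such as *CDC5* with CNAG_01907 and *CHS2* with CNAG_06487. Budding was therefore compared in part with its own pairs. Errors in the assignment of budding orthologs, which the paper raises, were not tested.

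The summed FPKM in *S*. *cerevisiae* was highest at 180 minutes. Without the 50 genes of highest mean the total was still highest at 180 minutes (1676905, median library 1350525), which argues against a few genes. Across 5556 genes with a length (93.9% of the expressed genes), the log2 difference of this library from its neighbours had a Spearman correlation of -0.517 with gene length. Of 47 other libraries 3 lay at least as far from 0, the farthest at 145 minutes (0.641 in size). After the trend with length was removed, the total at 180 minutes was 2701373 against a median of 2323310 and was still the highest, so a length bias could account for part of the excess and not for its rank. The relative depth of this library was 1.42, and leaving it out gave 1869 genes past the cutoff. No biological explanation was tested.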
